# Prepubertal skeletal muscle growth requires Pax7-expressing satellite cell-derived myonuclear contribution

**DOI:** 10.1242/dev.167197

**Published:** 2018-10-25

**Authors:** John F. Bachman, Alanna Klose, Wenxuan Liu, Nicole D. Paris, Roméo S. Blanc, Melissa Schmalz, Emma Knapp, Joe V. Chakkalakal

**Keywords:** Aging, Extracellular matrix, Hypertrophy, Mouse, Musculoskeletal, Pediatric, Postnatal growth, Regeneration, Stem cell

## Abstract

The functional role of Pax7-expressing satellite cells (SCs) in postnatal skeletal muscle development beyond weaning remains obscure. Therefore, the relevance of SCs during prepubertal growth, a period after weaning but prior to the onset of puberty, has not been examined. Here, we have characterized mouse skeletal muscle growth during prepuberty and found significant increases in myofiber cross-sectional area that correlated with SC-derived myonuclear number. Remarkably, genome-wide RNA-sequencing analysis established that post-weaning juvenile and early adolescent skeletal muscle have markedly different gene expression signatures. These distinctions are consistent with extensive skeletal muscle maturation during this essential, albeit brief, developmental phase. Indelible labeling of SCs with *Pax7^CreERT2/+^*; *Rosa26^nTnG/+^* mice demonstrated SC-derived myonuclear contribution during prepuberty, with a substantial reduction at puberty onset. Prepubertal depletion of SCs in *Pax7^CreERT2/+^*; *Rosa26^DTA/+^* mice reduced myofiber size and myonuclear number, and caused force generation deficits to a similar extent in both fast and slow-contracting muscles. Collectively, these data demonstrate SC-derived myonuclear accretion as a cellular mechanism that contributes to prepubertal hypertrophic skeletal muscle growth.

## Abstract (precis)

**Summary:** Examination of gene expression and morphological changes in mouse skeletal muscle during prepuberty demonstrates that satellite cell-derived myonuclear accretion contributes to prepubertal hypertrophic skeletal muscle growth.

## INTRODUCTION

Prepuberty is a period of pediatric growth that precedes early adolescence (Dutta and Sengupta, 2016). After weaning and prior to the onset of puberty, with the induction of sex hormones marking the beginning of adolescence, skeletal muscle undergoes extensive growth and maturation (Ober et al., 2008; Schiaffino et al., 2013). Skeletal muscles are the primary effectors of force production and movement. They are composed of a heterogeneous mixture of multinucleated muscle fibers (myofibers), which vary in size and/or contractile ability (Schiaffino and Reggiani, 2011). Although notable changes in skeletal muscle morphology occur during prepubertal growth, myofiber number does not increase, as this is established in the late embryonic-early postnatal period (Ontell et al., 1984; White et al., 2010). Postnatal skeletal muscle growth primarily occurs through expansion of myofiber cross-sectional area (CSA) and length (Agbulut et al., 2003; White et al., 2010). This period is also characterized by myonuclear accretion, the addition of myonuclei. Myonuclear accretion is thought to cease at weaning age in some muscles (White et al., 2010). Therefore, post-weaning myofiber growth is deemed to be regulated primarily through post-mitotic mechanisms. However, whether myonuclear accretion continues and the relevance of this process to prepubertal myofiber growth has yet to be examined.

Each myofiber is endowed with a pool of resident stem cells, termed satellite cells (SCs). SCs are the derivatives of dermomyotome-derived myogenic progenitors, responsible for initial embryonic and early postnatal skeletal muscle development (Chal and Pourquie, 2017; Gros et al., 2005; Kassar-Duchossoy et al., 2005; Relaix et al., 2005). As development proceeds, populations of cells expressing the paired box transcription factor Pax7 escape terminal myogenic commitment. These cells are set aside to serve as a reserve source of myonuclei in response to growth, injury and adaptation (Buckingham and Relaix, 2007; Tajbakhsh, 2009). In adult skeletal muscle, SCs reside at the interface between the myofiber and basal lamina, primarily in a quiescent state. However, in response to degenerative myofiber injury, denervation, or other triggers, SCs can be activated to participate in programs of repair or regeneration (Klose et al., 2018; Liu et al., 2017, 2015; Paris et al., 2016; Sambasivan et al., 2011). Various groups, through the use of either specific depletion of Pax7-expressing SCs or disruption of Pax7 expression, have demonstrated the indispensable nature of SCs in myofiber regeneration, repair and maintenance (Egner et al., 2016; Fry et al., 2014; Gunther et al., 2013; Klose et al., 2018; Lepper et al., 2011; Liu et al., 2017, 2015; Murphy et al., 2011; Relaix and Zammit, 2012; von Maltzahn et al., 2013).

Late embryonic and early postnatal skeletal muscle growth is characterized by extensive SC activity. In contrast, SC number drastically declines between early postnatal and weaning age (Dayanidhi and Lieber, 2014; Neal et al., 2012; White et al., 2010). However, labeling with non-quiescent and myogenic progenitor markers indicates continued SC activity up until the onset of adolescence (Chakkalakal et al., 2014; Kim et al., 2016). In addition, cycling SCs more prone to terminal commitment have been identified at various stages throughout postnatal life (Chakkalakal et al., 2014, 2012a; Schultz, 1996). These data suggest a subpopulation of SCs may continue to contribute to postnatal myofiber growth and maintenance. Indelible labeling of Pax7-expressing SCs with a cytoplasmic fluorescent reporter, 2 weeks prior to the examination of fate, indicates that SC-derived contributions to myofibers plateau at a young adult stage (8-12 weeks) (Pawlikowski et al., 2015). However, whether such contributions reflect myonuclear turnover and/or accretion has yet to be elucidated. Similar labeling strategies have also demonstrated SC-derived contributions to aging myofibers (Keefe et al., 2015; Liu et al., 2017; Tierney et al., 2018).

The role of Pax7-expressing myogenic cells in embryonic development has proven to be essential; their absence results in severe and immediate deficits in the formation of fetal myofibers (Hutcheson et al., 2009). In contrast, SC depletion in sedentary adult mice leads to myofiber atrophy in some, but not all, muscles, and this manifests over a relatively protracted period of time (Fry et al., 2015; Keefe et al., 2015; Liu et al., 2017). Despite evidence supporting SC contribution and activity during prepuberty, there have yet to be any studies elucidating the immediate impact of SC-derived progenitor loss on prepubertal myofiber size, myonuclear number and skeletal muscle function. Therefore, post-weaning skeletal muscle growth and maturation is thought to be independent of any immediate and significant contribution from SC-derived myonuclear accretion (Relaix and Zammit, 2012; Stantzou et al., 2017; White et al., 2010).

In this study, we investigated skeletal muscle development during prepuberty and examined the consequences of diminished SC contribution to this maturation. We characterized myofiber CSA, myonuclear number, and SC number from prepuberty to early adult stages for fast-contracting extensor digitorum longus (EDL) and slow-contracting soleus (SOL) muscles. Quantification of myonuclear number revealed continuous myonuclear accretion up to 6 weeks of age (puberty onset/early adolescence). Additionally, through RNA sequencing (RNAseq) we identified significant changes in gene expression, pertinent to skeletal muscle maturation, occurring between 4 and 6 weeks. The most notable changes were related to calcium handling, AMPK signaling and extracellular matrix (ECM) content. Lineage tracing of SCs revealed significant myonuclear contribution during prepuberty, with considerable drop-off at the onset of puberty. Prepubertal SC depletion, as opposed to during early adolescence, led to a significant decline in the intrinsic force-generation capacity of skeletal muscles. This decline in force generation was associated with similar reductions in myofiber CSA and myonuclear content in both EDL and SOL muscles. Collectively, these data reveal that specific loss of Pax7-expressing SCs and derived myonuclei during prepuberty, a crucial time of whole organism development, is sufficient to induce immediate deficiencies in skeletal muscle growth and maturation.

## RESULTS

### Extensive myofiber hypertrophy during prepuberty and early adolescence

In order to assess mouse skeletal muscle growth during prepuberty, adolescence and young adulthood, the myofiber CSA from C57BL/6 EDL and SOL muscles was measured. The EDL and SOL are representative skeletal muscles composed primarily of faster and slower contracting myofibers, respectively (Schiaffino and Reggiani, 2011). Myofiber CSA was analyzed at four different ages: weaning (3 weeks), prepubertal (4 weeks), early adolescent (6 weeks) and young adult (12 weeks) (Fig. 1A,B). Consistent with previous reports, we found that myofiber CSA increases significantly post-weaning (Fig. 1C,D; Fig. S1) (Gokhin et al., 2008; White et al., 2010). However, the vast majority of this increase was readily apparent by early adolescence. Specifically, EDL and SOL CSA more than doubled between 3 and 6 weeks, from an average of 470 μm^2^ to 1247 μm^2^ and 767 μm^2^ to 1672 μm^2^, respectively (Fig. 1C,D; Fig. S1). In order to gain further insight into the dynamics of myofiber growth, CSA values were binned into 250 μm^2^ increments for frequency distribution analysis. This revealed the progressive appearance of larger myofibers during prepubertal growth, in both EDL and SOL muscles. At 3 weeks, 54% of EDL myofibers had a CSA between 250 and 500 μm^2^, and by 4 weeks this proportion declined substantially to 29% (Fig. 1E). Further refinement to 14% and 10% was observed in 6- and 12-week myofibers, respectively (Fig. 1E). At 6 weeks, fibers larger than 1250 μm^2^ were readily apparent, having been rarely observed at the 3- and 4-week time points. Additionally, the establishment of larger fibers was very similar to the distribution seen in the 12-week young adult. A similar trend was found in SOL muscles. At weaning, 52% of SOL myofibers had a CSA between 500 and 750 μm^2^ (Fig. 1F). With maturation, a robust drop to 31% was already observed at 4 weeks. By early adolescence, this proportion had declined to negligible levels, as was observed in young adult SOL myofibers (0-2%) (Fig. 1F). The appearance of fibers with a CSA greater than 1250 μm^2^ was established by 6 weeks of age, similar to the EDL. Therefore, in representative fast- and slow-contracting muscles, there is significant myofiber growth during prepuberty, with the establishment of adult myofiber sizes in early adolescence.

**Fig. 1.**
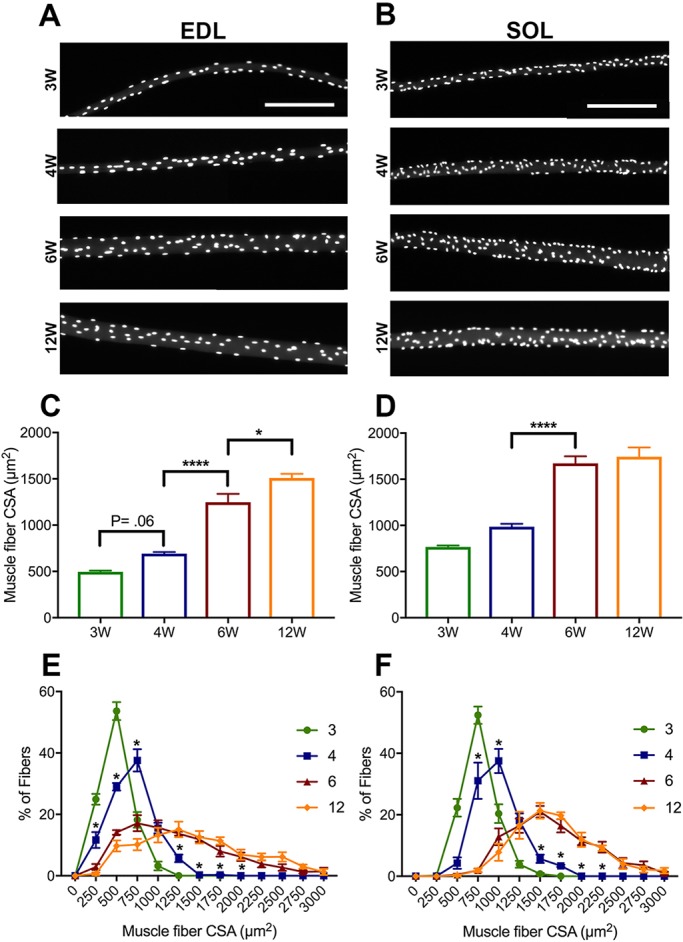
**Myofibers increase in size during prepubertal growth, with an adult-like population established at 6 weeks.** (A,B) Representative images of EDL (A) and SOL (B) 3-, 4-, 6- and 12-week of age myofibers. Scale bars: 200 μm. (C,D) Bar graphs comparing the CSA of EDL (C) and SOL (D) 3-, 4-, 6- and 12-week myofibers. *n*=5 mice per group. *P<0.05, ****P<0.0001 (one-way ANOVA with Tukey's test). (E,F) Frequency distribution of myofiber CSA in EDL (E) and SOL (F). Two-way ANOVA with Tukey's test. *P<0.05 (significance between 4 and 6 weeks). Statistical comparisons are provided in Table** **S1.

### Myonuclear content increases during prepubertal growth and is tightly correlated with myofiber size

Myofibers are multinucleated cells that contain hundreds of uniformly distributed myonuclei capable of transcriptional activity (Fig. 1A,B) (Horsley and Pavlath, 2004). It is well understood that SCs are the source of additional myonuclei during late embryonic and postnatal development (Moss and Leblond, 1970). Additionally, human studies suggest that myonuclear content increases with age during the first 18 years of life (Verdijk et al., 2014). In order to determine whether myonuclear number increases during murine prepubertal growth, we counted the number of myonuclei per millimeter (MN/mm) of individual EDL and SOL myofibers at weaning (3 weeks), prepuberty (4 weeks) and early adolescence (6 weeks). In the EDL, average myonuclear number increased significantly between weaning (58 MN/mm) and early adolescent ages (68 MN/mm) (Fig. 2A, Fig. S2A). Similarly, SOL myonuclear number increased from 102 MN/mm at weaning to 135 MN/mm at early adolescence (Fig. 2B, Fig. S2B). To better understand myonuclear number changes during prepuberty, we again used frequency distribution analysis (Fig. 2C,D). Myofibers were binned based on the number of myonuclei per millimeter. In both the EDL and SOL, the frequency distribution shifted rightward as time progressed from 3 to 6 postnatal weeks. At 3 weeks, the EDL had 29% of myofibers with 40-50 MN/mm, which decreased significantly to 18% at 6 weeks. At the 6-week time point there was an induction of fibers with greater than 80 MN/mm, which were not observed at 3 and 4 weeks (Fig. 2C). A similar, albeit more drastic, trend was apparent in the SOL. A rightward shift in SOL myonuclear content was observed from prepuberty to early adolescence, with an increase in the percentage of myofibers with greater than 120 MN/mm at 6 weeks of age (Fig. 2D).

**Fig. 2.**
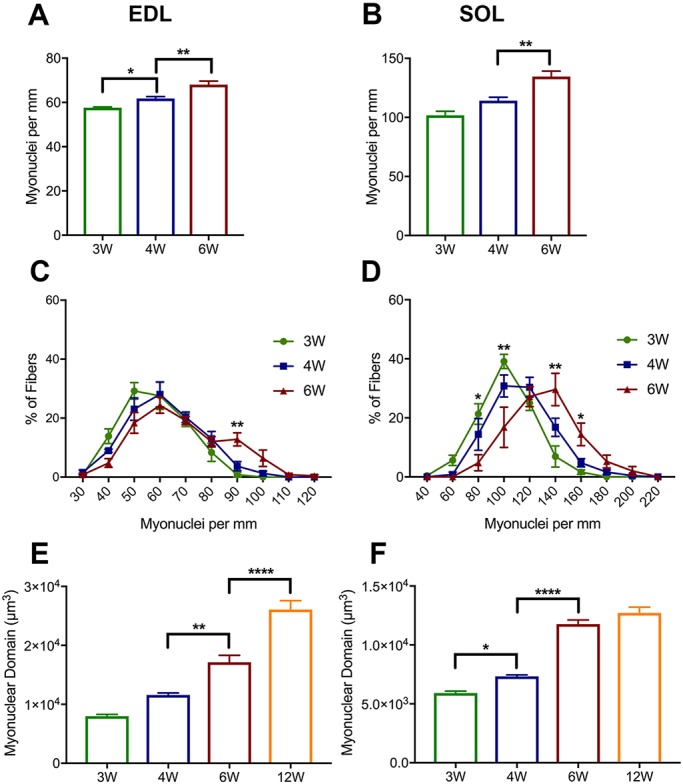
**Myonuclear number and domain increase during prepuberty**. (A,B) Bar graphs of myonuclear content in EDL (A) and SOL (B) at 3-, 4- and 6-week time points. *n*=5 mice per group. *P<0.05, **P<0.01 (one-way ANOVA with Tukey's test). (C,D) Frequency distribution of myonuclear content in EDL (C) and SOL (D) at 3-, 4- and 6-week time points. *n*=5 mice. Two-way ANOVA, Tukey. *P<0.05, **P<0.01 (significance between 4 and 6 weeks). Statistical comparisons are provided in Table** **S1. (E,F) Myonuclear domain in EDL (E) and SOL (F) at 3-, 4-, 6- and 12-week time points. *n*=5 mice per group. *P<0.05, **P<0.01, ****P<0.0001 (one-way ANOVA with Tukey's test).

Next, we interrogated myonuclear domain (MND), which is defined as the ratio of myofiber cytoplasm to myonuclear number (Allen et al., 1999). This parameter has been studied under numerous conditions, including development, aging, denervation, and exercise paradigms (Aravamudan et al., 2006; Bruusgaard et al., 2006; Damas et al., 2018; Mantilla et al., 2008; White et al., 2010). In both EDL and SOL, MND increased significantly throughout prepuberty. Between 4 and 6 weeks, the EDL and SOL MNDs increased by ∼1.5- and 1.6-fold, respectively (Fig. 2E,F). There was no significant difference in MND when comparing 6- and 12-week SOL myofibers. However, we observed a significant 1.5-fold increase between the 6- and 12-week EDL myofibers. Thus, myonuclear domain and number increase in both EDL and SOL myofibers during prepuberty.

We next investigated whether there is a correlation between myonuclear number and the CSA of myofibers during prepubertal growth (Fig. 3). Previous studies have looked at the relationship between myofiber CSA and myonuclear content during chicken skeletal muscle development, as well as mouse skeletal muscle aging and functional overload models (Brack et al., 2005; Egner et al., 2016; Moss, 1968). However, this analysis has not been carried out for mice during prepubertal or early adolescent ages. The CSA of 3-, 4- and 6-week EDL and SOL myofibers was plotted against their respective number of myonuclei per millimeter (Fig. 3, Fig. S3). At 4 weeks of age, there was a significant and tight correlation between myofiber size and myonuclear number in both EDL and SOL muscles (R^2^ values of 0.5464 and 0.4637, respectively). In the EDL, the myofibers with the largest CSA (∼1600 μm^2^) had on average 100 MN/mm, whereas the smallest (∼300 μm^2^) had on average 35 MN/mm (Fig. 3A). This trend was consistent in the SOL, with the largest myofibers (∼1750 μm^2^) having 175 MN/mm and smallest (∼400 μm^2^) having 70 MN/mm (Fig. 3B). Although there was a significant correlation between myonuclear number and CSA at 6 weeks, this association was not as tight as that observed at prepuberty (R^2^ of 0.3238 and 0.3745 for EDL and SOL, respectively) (Fig. 3C-F). This was more evident in the larger EDL myofibers, which had greater variation in myonuclear number. These data suggest that myonuclear accretion is an important cellular mechanism that contributes to prepubertal skeletal muscle hypertrophic growth.

**Fig. 3.**
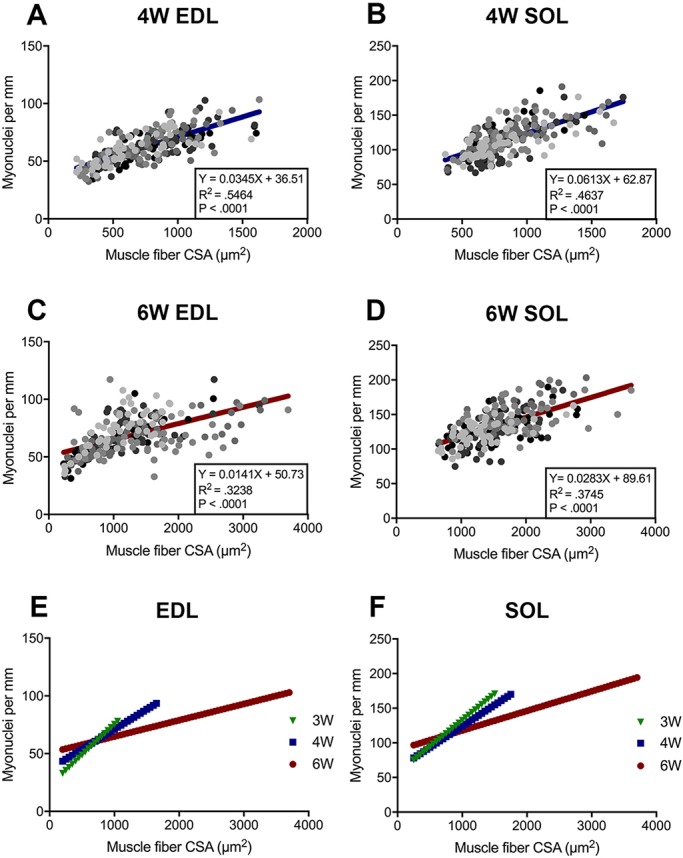
**Myonuclear content is correlated with larger fiber CSA during prepubertal growth**. (A,B) Linear regression analysis displaying correlation between CSA and myonuclear content at 4 weeks in EDL (A) and SOL (B). Each circle represents one myofiber. *n*=5 mice. EDL, 246 myofibers; SOL, 250 myofibers. (C,D) Linear regression analysis displaying correlation between CSA and myonuclear content at 6 weeks in EDL (C) and SOL (D). Each circle represents one myofiber. *n*=5 mice. EDL, 250 myofibers; SOL, 250 myofibers. (E,F) Overlay of 3-week, 4-week and 6-week slopes for EDL (E) and SOL (F).

### Transcriptome analysis reveals substantial changes in skeletal muscle gene expression during prepuberty

Because myofiber CSA and myonuclear content analysis revealed extensive growth during prepuberty, we next examined gene expression changes during this time. Genome-wide RNAseq was performed on 4-, 6- and 8-week-old C57BL/6 gastrocnemius muscles (Fig. 4). 

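Gastrocnemius, a hindlimb muscle made mostly of fast fibers, was taken from male C57BL/6J mice at 4 weeks (n = 2), 6 weeks (n = 2) and 8 weeks (n = 3). Each muscle gave 1 library of total RNA depleted of ribosomal RNA. The authors aligned single-end reads to GRCm38 and counted those in the exons of each gene, and these deposited counts are the values used here. A library held 30836057 to 41784144 counts. The mitochondrial ribosomal RNA mt-Rnr2 took 25.1% to 37.4% of them. Titin, Ttn, the giant elastic protein of the sarcomere, and the fast myosin Myh4 were also among the genes with the most counts. The Y-linked gene Ddx3y was detected at every age, at 60.9 ± 0.906 CPM at 4 weeks, 69.8 ± 1.29 at 6 weeks (SD, n = 2 each) and 70.1 ± 6.45 at 8 weeks (SD, n = 3). CPM are counts relative to the library total scaled by TMM factors. Ages were compared by edgeR's quasi-likelihood test in 1 model of all 7 libraries, with Benjamini-Hochberg adjustment over the 14976 of 49568 genes with enough counts. The 3 libraries at 8 weeks did not form 1 tight group. Immediate early and heat shock genes, such as Egr1, respond within minutes to activity, handling or stress. Over 21 of them the median log2 level, relative to the mean of the libraries, was −0.750 and −0.759 in 8 weeks replicates 1 and 3 but 0.155 in replicate 2. Over 12 genes of slow fibers, such as Myh7 and Tnni1, it was −0.590 and −0.601 in replicates 1 and 3 and 0.0972 in replicate 2. The share of mt-Rnr2 was lowest in the same library, 8 weeks replicate 2. A total of 40 gene lists for fiber types, matrix, metabolism, signaling and other cell types, with 867 genes, were fixed before the data were examined. So was a rule for naming genes, written when the values in the paper's own tables had been seen. The lists of matrix, integrin, AMPK and calcium genes take up themes that the paper reports from these libraries. Their results are therefore not independent of the paper's. Each list was compared with all other genes tested by camera with a preset correlation of 0.01. Camera was also run with a correlation estimated from these libraries, with which no list passed in any comparison. The titles of the 8-week libraries mark the mice as controls of a numbered series, which the paper's text on RNAseq does not mention. The paper's Methods use the label Ctl for littermates without CreER in a study with tamoxifen. Whether the 8-week RNAseq mice were such littermates is not stated, so a difference of genotype or treatment cannot be separated from age at 8 weeks. With 2 or 3 mice per age, every value has limited precision.

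**Figure D1:**
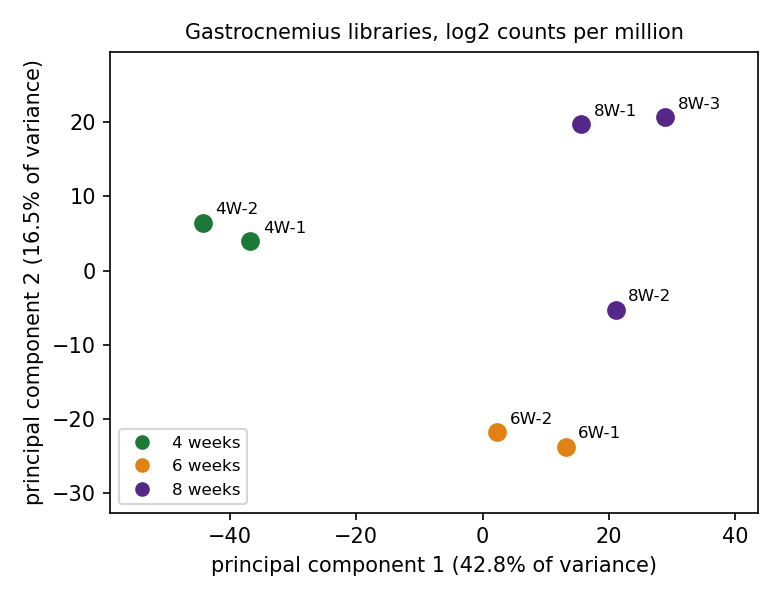
Principal components of log2 CPM of the 7 gastrocnemius libraries, with component 1 (42.8% of the variance) on the x axis and component 2 (16.5%) on the y axis and 1 point per library, colored by age. The 2 libraries at 4 weeks lie on the left, and on component 2 the library 8W-2 lies between the 6-week libraries and the other 8-week libraries.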

Initially comparing the 4- and 6-week time points, 1093 differentially expressed (DE) genes were identified (FDR<0.05) during this 2-week span of development (Fig. 4A). 

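Many genes of cell division and of fetal growth were lower in 6-week than in 4-week gastrocnemius. Mki67 (chromosome 7 of GRCm38, 135689784 to 135716361), a marker of cycling cells, fell from 6.35 ± 2.90 to 0.801 ± 0.345 CPM (SD, n = 2 each). Its log2 fold change was −2.96 (standard error 0.360, adjusted p = 0.00308) by edgeR. Top2a, a DNA topoisomerase of dividing cells, fell as well (−2.71, adjusted p = 0.00737). Of 26 cell cycle genes, 11 were lower and none was higher by edgeR, and 16 were lower when adjusted over the list alone. Cell cycle genes had a median log2 fold change of −0.85 (camera adjusted p = 2.57e-09, and adjusted p = 0.428 with an estimated correlation). Imprinted genes, expressed from 1 parental allele, include growth factors of fetal tissue and noncoding RNAs. Of 20 imprinted growth genes, 11 were lower and none was higher by edgeR, and 1 was higher and 15 lower when adjusted over the list alone. They had a median log2 fold change of −1.03 (camera adjusted p = 8.05e-08, and adjusted p = 0.428 with an estimated correlation). Igf2, a fetal growth factor, had a log2 fold change of −1.72, adjusted p = 0.00227, and Rian, a noncoding RNA of the Dlk1-Dio3 region, −1.91, adjusted p = 0.000986. Large increases were found in Rasd2, a small GTPase (2.78, adjusted p = 0.000983), and in Amd1, an enzyme of polyamine synthesis (1.97, adjusted p = 0.00514). Asb15 (chromosome 6 of GRCm38, 24528144 to 24573164), a subunit of a muscle ubiquitin ligase, rose from 12.0 ± 0.361 to 42.3 ± 3.70 CPM (SD, n = 2 each), a log2 fold change of 1.82, adjusted p = 0.000164. Some blood cell genes moved too, such as the globin Hbb-bs (−0.90, adjusted p = 0.0109). Of 6 erythroid genes, 3 were lower and none was higher by edgeR, and 5 were lower when adjusted over the list alone. The erythroid list had a median log2 fold change of −0.71 (camera adjusted p = 0.00142, and adjusted p = 0.542 with an estimated correlation). In all, 493 genes were higher and 577 were lower at an adjusted p under 0.05, and 321 of these differed by more than 2-fold. The DESeq2 Wald test on the same counts gave 622 higher and 471 lower, a share of higher genes of 56.9% against 46.1%. The count was 305 without 4 weeks replicate 1, 84 without 4 weeks replicate 2, 42 without 6 weeks replicate 1, 364 without 6 weeks replicate 2 (205 higher, 159 lower) and 1617 without 8 weeks replicate 3. Mki67, Igf2, Rian, Rasd2 and Asb15 stayed at an adjusted p under 0.05 without any 1 library, while Top2a, Amd1 and Hbb-bs did not (adjusted p = 0.0864, 0.0537 and 0.111 without 6 weeks replicate 1).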

The 1093 DE genes were inputted into Ingenuity Pathway Analysis (IPA) for canonical pathway analysis. Among the top significantly changed pathways, integrin, calcium and AMPK signaling (z scores: −1.46, 1.897 and 2.065, respectively) are recognized pathways important for muscle function and development. 

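Integrins, the receptors that anchor muscle fibers and other cells to the matrix, moved in both directions between 4 and 6 weeks. Itga2, a collagen receptor subunit, had a log2 fold change of −1.20 (standard error 0.264, adjusted p = 0.0236) by edgeR. Itga6, a laminin receptor subunit, fell from 37.4 ± 2.10 to 25.1 ± 1.33 CPM (SD, n = 2 each), a log2 fold change of −0.57 (standard error 0.110, adjusted p = 0.0150). Itga1 also fell (−0.61, adjusted p = 0.0149), while Itga3 and Itgb6 rose (1.08, adjusted p = 0.0168 and 0.56, adjusted p = 0.0151). The muscle integrin subunit Itga7, which binds laminin, was at 48.0 ± 8.22 CPM at 4 weeks and 48.3 ± 0.953 at 6 weeks (SD, n = 2 each), with an adjusted p of 0.974. Of 27 genes of integrins and their adhesion complex, 3 were lower and 2 were higher by edgeR, and 5 were higher and 9 lower when adjusted over the list alone. The list as a whole did not pass the test against other genes (median log2 fold change −0.18, camera adjusted p = 0.151). The authors' deposited pathway table names molecules for each pathway. Of 27 for integrin signaling, 6 were higher and 17 lower by edgeR. Of 19 for calcium signaling 8 were higher and 9 lower, and of 24 tested for AMPK signaling 14 were higher and 3 lower. These molecules were chosen by the study as differentially expressed in these libraries, so their direction is not independent evidence. In the authors' deposited table the −log10 p of integrin signaling was 6.18 (rank 6), that of AMPK signaling 4.73 (rank 13) and that of calcium signaling 2.74 (rank 43). Each of the 5 integrin changes was lost in at least 1 fit without a 4-week or 6-week library. For Itga6 the adjusted p was 0.0518 and 0.131 without 4 weeks replicates 1 and 2, and 0.112 and 0.0934 without 6 weeks replicates 1 and 2.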

Looking at integrin signaling more broadly, we examined ECM changes within the gene ontology term (GO: 0044420). In total, there were 63 DE ECM genes at 6 weeks, most of which were downregulated, compared with expression at 4 weeks (Fig. 4B, Fig. S4A). 

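Many collagen genes of muscle connective tissue were lower at 6 than at 4 weeks. Col1a1 (chromosome 11 of GRCm38, 94936224 to 94953042) encodes a chain of type I collagen and fell from 1121 ± 45.9 to 519 ± 151 CPM (SD, n = 2 each). By edgeR its log2 fold change was −1.11 (standard error 0.240, adjusted p = 0.0216). Col3a1, the type III chain of reticular fibers, fell from 1229 ± 19.3 to 708 ± 126 CPM (SD, n = 2 each), a log2 fold change of −0.80 (standard error 0.178, adjusted p = 0.0249). Postn, a matricellular protein of growing and regenerating tissue, fell from 79.5 ± 20.2 to 20.6 ± 3.54 CPM (SD, n = 2 each), a log2 fold change of −1.95, adjusted p = 0.00308. Of 11 fibrillar collagen genes, 7 were lower and none was higher by edgeR, and 8 were lower when adjusted over the list alone. Fibrillar collagens had a median log2 fold change of −0.80 (camera adjusted p = 9.43e-05, and adjusted p = 0.512 with an estimated correlation). Of 16 other interstitial collagens, 9 were lower and none was higher by edgeR, and 9 were lower when adjusted over the list alone. These had a median log2 fold change of −0.50 (camera adjusted p = 0.00123, and adjusted p = 0.428 with an estimated correlation). Col12a1 (−1.31, adjusted p = 0.00550) and Col8a1 (−1.15, adjusted p = 0.00389) are among them. Cells that make this matrix were read from their markers. Some of these are matrix genes themselves. Fmod, Tnc and Thbs4 of the tenocyte list and Dcn, Lum and Mfap5 of the fibroblast list are also in the matrix lists. A fall of the marker lists can thus in part repeat the fall of the matrix. Tnmd, a membrane protein of tendon cells, fell (−1.40, adjusted p = 0.0102). Of 11 tenocyte genes, 5 were lower and none was higher by edgeR, and 7 were lower when adjusted over the list alone. Tenocyte genes had a median log2 fold change of −0.55 (camera adjusted p = 0.000870, and adjusted p = 0.555 with an estimated correlation). Of 18 genes of fibroblasts and fibro-adipogenic progenitors, 3 were lower and 1 was higher by edgeR, and 1 was higher and 5 lower when adjusted over the list alone. The fibroblast list did not pass the test against other genes (median log2 fold change −0.24, camera adjusted p = 0.0655). Of the 63 ECM genes in the study's list, 8 were higher, 49 were lower and 6 did not pass by edgeR. Their median log2 fold change was −0.75. When adjusted over the list alone all 63 pass, 11 higher and 52 lower, but the study chose this list in these libraries, so it is not independent evidence. Among those that rose were Col7a1, the anchoring fibril collagen (1.58, adjusted p = 0.00714), and the proteoglycan Prelp (0.66, adjusted p = 0.0198). The count of 57 was 30 without 4 weeks replicate 1, 5 without 4 weeks replicate 2, 3 without 6 weeks replicate 1, 32 without 6 weeks replicate 2 and 37 with library totals in place of TMM. Postn and Col8a1 kept an adjusted p under 0.05 without any 1 library. Col1a1 had an adjusted p of 0.0727 and 0.131 without 4 weeks replicates 1 and 2 and 0.201 without 6 weeks replicate 1, and Col3a1 one of 0.0906, 0.143 and 0.228. The call on Col1a1 also ended with robust edgeR (adjusted p = 0.0683), that on Col3a1 with library totals (adjusted p = 0.0550), and both with no filter on low counts (adjusted p = 0.0904 and 0.0878). Without 6 weeks replicate 1 the adjusted p was 0.0780 for Col12a1, 0.107 for Tnmd, 0.0731 for Col7a1 and 0.196 for Prelp.

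**Figure D2:**
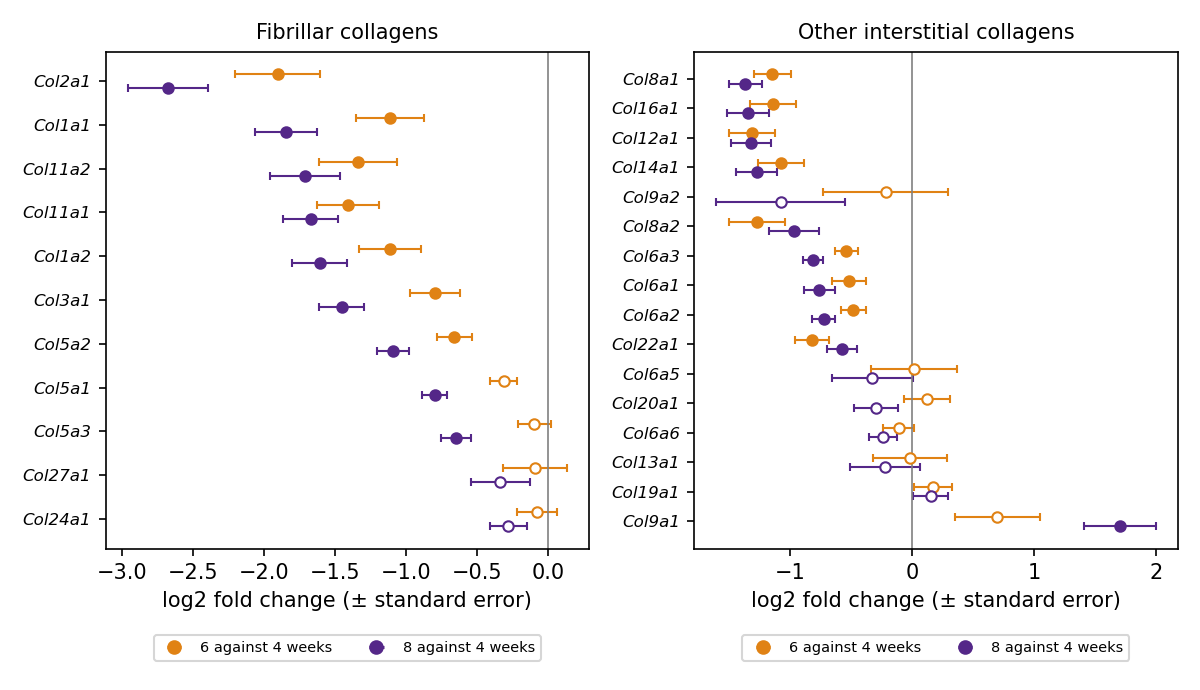
Log2 fold change from 4 weeks (x axis) of each collagen gene (y axis) at 6 weeks (orange) and at 8 weeks (purple), with fibrillar collagens on the left and other interstitial collagens on the right; bars are the standard error of the edgeR model and filled points have an adjusted p under 0.05. At 6 weeks 7 of 11 and 9 of 16 genes are filled, all below 0.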

Genes involved in AMPK signaling, a master regulator of cell metabolism, were more highly expressed at 6 weeks of age (Fig. 4C, Fig. S4A). 

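Some targets and regulators of pathways downstream of AMPK, the kinase that senses low cellular energy, were higher at 6 than at 4 weeks. Srebf1 (chromosome 11 of GRCm38, 60199089 to 60222581), a transcription factor of lipid synthesis that AMPK restrains, rose from 8.80 ± 1.48 to 17.8 ± 3.73 CPM (SD, n = 2 each). Srebf1 had a log2 fold change of 1.01 (standard error 0.180, adjusted p = 0.0118) by edgeR. Tsc2 and Tsc1, which together hold back the growth kinase mTOR, had log2 fold changes of 0.78 (standard error 0.156, adjusted p = 0.0171) and 0.49 (standard error 0.0949, adjusted p = 0.0153), and Mtor itself rose (0.48, adjusted p = 0.0350). Eef2k, which slows translation by phosphorylating elongation factor 2, rose from 29.7 ± 0.781 to 48.5 ± 0.665 CPM (SD, n = 2 each), a log2 fold change of 0.71, adjusted p = 0.00942. Acacb, the acetyl-CoA carboxylase that limits entry of fatty acids into mitochondria, rose too (0.74, adjusted p = 0.0438). None of the 7 genes of AMPK subunits passed by edgeR. The catalytic subunit Prkaa2, the main one in muscle, had a log2 fold change of 0.46 with an adjusted p of 0.0884. Prkaa2 did pass with the DESeq2 Wald test and with a replicate block, under which all 24 genes of the study's list passed. Of 40 genes of the AMPK complex and its targets, 10 were higher and none was lower by edgeR, and 14 were higher when adjusted over the list alone. The AMPK list had a median log2 fold change of 0.31 (camera adjusted p = 0.000164, and adjusted p = 0.428 with an estimated correlation). Of the 24 AMPK genes in the study's list, 14 were higher, 3 were lower and 7 did not pass by edgeR. When adjusted over the list alone 21 were higher and 3 lower, which is not independent evidence since the study chose them in these libraries. The lower genes were the cyclins Ccna2 (−3.56, adjusted p = 0.00551) and Ccnd1 (−1.11, adjusted p = 0.00308), which drive the cell cycle, and the acetylcholine receptor subunit Chrnb1 (−0.62, adjusted p = 0.0441). The count of 17 was 4 without 4 weeks replicate 1 (1 higher, 3 lower), 2 without 4 weeks replicate 2 (both lower), 2 without 6 weeks replicate 1 (1 each way), 6 without 6 weeks replicate 2 (4 higher, 2 lower) and 7 with library totals. Of the genes named here as higher or lower, Ccnd1 alone kept an adjusted p under 0.05 without any 1 library. Without 4 weeks replicate 2 and 6 weeks replicate 1 the adjusted p was 0.113 and 0.129 for Srebf1 and 0.0908 and 0.0863 for Eef2k. Tsc1 and Mtor did not pass when any 1 of the 4-week and 6-week libraries was left out (adjusted p = 0.0687 to 0.132 and 0.113 to 0.217) or with library totals (adjusted p = 0.0873 and 0.137). Acacb did not pass when any 1 of these was left out (adjusted p = 0.0518 to 0.327), without 8 weeks replicate 2 (adjusted p = 0.0581), with robust edgeR (adjusted p = 0.0695), limma-voom (adjusted p = 0.0501) or no filter (adjusted p = 0.121).

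**Figure D3:**
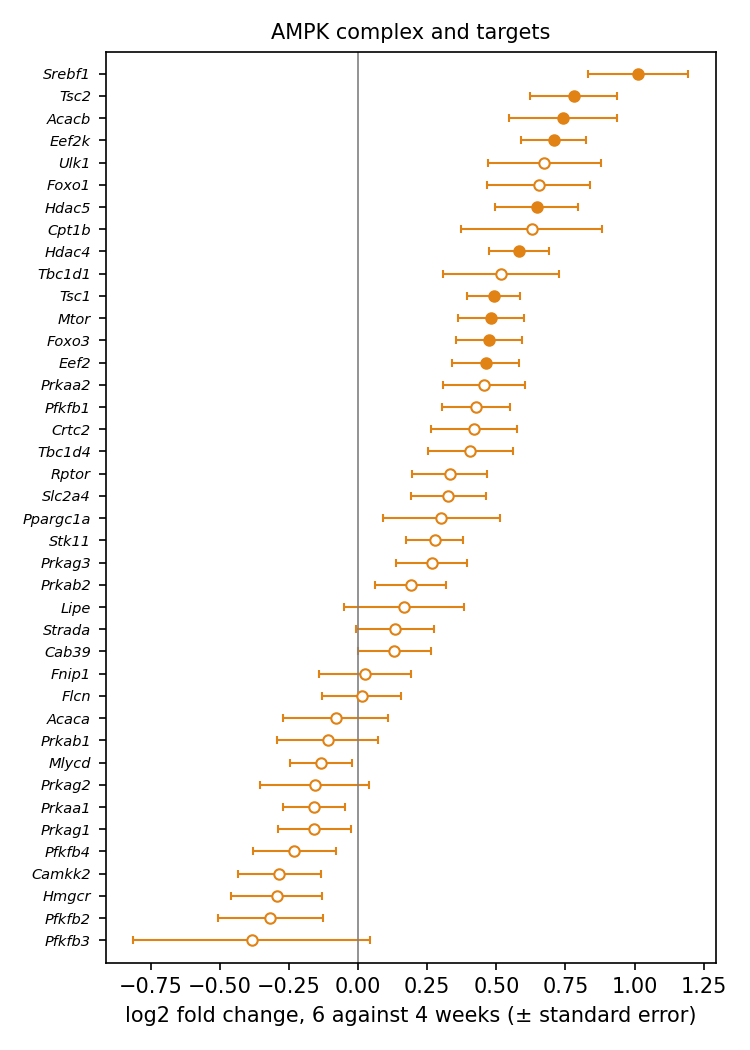
Log2 fold change at 6 against 4 weeks (x axis) of the 40 genes of the AMPK complex and its targets (y axis); bars are the standard error of the edgeR model and filled points have an adjusted p under 0.05. The 10 filled points all lie above 0.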

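The calcium signaling genes in the study's list moved in both directions between 4 and 6 weeks. Actc1 (chromosome 2 of GRCm38, 114047282 to 114053548), the cardiac actin that is also the fetal actin of skeletal muscle, fell from 2087 ± 110 to 512 ± 219 CPM (SD, n = 2 each). Actc1 had a log2 fold change of −2.03 (standard error 0.225, adjusted p = 0.00227) by edgeR. Acta2, the smooth muscle actin, fell from 50.8 ± 0.100 to 18.6 ± 2.40 CPM (SD, n = 2 each), a log2 fold change of −1.45, adjusted p = 0.000412. Myl9 and Tpm4, a myosin light chain and a tropomyosin of nonmuscle and smooth muscle cells, fell as well (−1.11, adjusted p = 0.00586 and −0.95, adjusted p = 0.00369). Casq2, the calcium-binding protein of the sarcoplasmic reticulum in slow and cardiac fibers, also fell (−0.99, adjusted p = 0.0132). The class II histone deacetylases Hdac4 and Hdac5, which calcium signals move out of the nucleus, rose (0.58, adjusted p = 0.0144 and 0.65, adjusted p = 0.0276). So did the acetyltransferases Ep300 (0.73, adjusted p = 0.0146) and Crebbp (0.54, adjusted p = 0.0206) and the nonmuscle myosin heavy chain Myh14 (1.09, adjusted p = 0.0150). Of the 18 genes, 7 were higher and 9 were lower by edgeR, and Casq1 and Calr did not pass. The median log2 fold change of the 18 was −0.48. When adjusted over the list alone, 7 were higher and 11 lower, which is not independent evidence since the study chose the genes in these libraries. The count of 16 was 6 without 4 weeks replicate 1, 4 without 4 weeks replicate 2, 3 without 6 weeks replicate 1, 10 without 6 weeks replicate 2 (6 higher, 4 lower) and 9 with library totals. Actc1, Acta2 and Tpm4 kept an adjusted p under 0.05 without any 1 library, and the other genes named as higher or lower did not, for example Hdac5 without 6 weeks replicate 1 (adjusted p = 0.241).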

Calcium signaling, predicted to be activated by IPA, had a more uniform distribution of up- and downregulated genes at 6 weeks (Fig. 4D, Fig. S4A). However, ryanodine receptor 1 (*Ryr1*) was significantly upregulated at 6 weeks, which could account for the induction of calcium signaling predicted by IPA (Hernandez-Ochoa et al., 2015). 

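Ryr1 (chromosome 7 of GRCm38, 29003344 to 29125179) encodes the calcium release channel of the sarcoplasmic reticulum. It was at 921 ± 1.24 CPM at 4 weeks and 1856 ± 422 at 6 weeks (SD, n = 2 each). The log2 fold change of Ryr1 was 1.01 (standard error 0.199, adjusted p = 0.0160) by edgeR. The authors' deposited table gives 0.92 with an adjusted p of 1.55e-06. Most other genes of excitation-contraction coupling did not pass. Cacna1s, the voltage sensor that opens Ryr1, had a log2 fold change of 0.28, adjusted p = 0.259. Asph, which includes the sarcoplasmic reticulum protein junctin among its products, fell (−0.39, adjusted p = 0.0403). Asph did not pass when any 1 of the 4-week and 6-week libraries was left out (adjusted p = 0.132 to 0.269), with library totals (adjusted p = 0.174) or with no filter (adjusted p = 0.0990). Rcan1, an inhibitor and target of calcineurin, fell as well (−1.04, adjusted p = 0.0300), but did not pass with the DESeq2 Wald test (adjusted p = 0.0927), robust edgeR (adjusted p = 0.0986) or no filter on low counts (adjusted p = 0.117). Of 44 genes of excitation-contraction coupling and calcium handling, 3 were lower and 1 was higher by edgeR, and 1 was higher and 5 lower when adjusted over the list alone. The list's median log2 fold change was 0.02, its mean was −0.02 and camera's direction was up (adjusted p = 0.814). The change of Ryr1 did not pass without 4 weeks replicate 1 (1.02, adjusted p = 0.0734), 4 weeks replicate 2 (1.01, adjusted p = 0.116) or 6 weeks replicate 1 (0.76, adjusted p = 0.164). It did not pass either when genes with low counts were also tested (adjusted p = 0.0527).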

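Some immature contractile genes were lower in 6-week than in 4-week muscle. Myh3, the embryonic myosin heavy chain, fell from 2.85 ± 0.329 to 1.53 ± 0.155 CPM (SD, n = 2 each), a log2 fold change of −0.90 (standard error 0.220, adjusted p = 0.0336) by edgeR. Myh8, the perinatal chain, fell from 4.75 ± 0.261 to 2.89 ± 0.334 CPM (SD, n = 2 each), a log2 fold change of −0.72 (standard error 0.177, adjusted p = 0.0343). Of 9 genes in the list of developmental contractile isoforms, 3 were lower and none was higher by edgeR, and 5 were lower when adjusted over the list alone. The list also holds Nes, Ncam1 and Ckb, which do not encode contractile proteins. It had a median log2 fold change of −0.61 (camera adjusted p = 0.00153, and adjusted p = 0.428 with an estimated correlation). The adult fast chains did not pass: Myh4, type IIb, had a log2 fold change of 0.17, adjusted p = 0.705, and Myh1, type IIx, 0.11, adjusted p = 0.741. Satellite cells, the stem cells of muscle, were read from their own genes. Tmem8c, which encodes the fusion protein myomaker, fell from 1.13 ± 0.165 to 0.279 ± 0.175 CPM (SD, n = 2 each), a log2 fold change of −1.97, adjusted p = 0.0193. This rests on 38 and 47 counts at 4 weeks and 5 and 15 at 6 weeks. Megf10 and Chodl, both found on satellite cells, also fell (−0.70, adjusted p = 0.0410 and −0.78, adjusted p = 0.0176). Pax7, the marker of satellite cells, was at 1.93 ± 0.0874 CPM at 4 weeks and 1.93 ± 0.115 at 6 weeks (SD, n = 2 each), with an adjusted p of 1. Of 24 genes of satellite cells and myogenic regulators, 4 were lower and 1 was higher by edgeR, and 3 were higher and 6 lower when adjusted over the list alone. The satellite cell list had a median of 0.00 and a mean of −0.21 and did not pass the test against other genes (camera adjusted p = 0.380). Cd34, which satellite cells share with endothelium, fell (−0.68, adjusted p = 0.0151). Of 18 endothelial genes, 6 were lower and none was higher by edgeR, and 2 were higher and 8 lower when adjusted over the list alone. Endothelial genes had a median log2 fold change of −0.33 (camera adjusted p = 0.0198, and adjusted p = 0.570 with an estimated correlation). At the neuromuscular junction Musk, the receptor that organizes the synapse, rose (0.63, adjusted p = 0.0293), as did the muscle sodium channel Scn4a (0.75, adjusted p = 0.0194). Of 19 genes of the junction, 2 were higher and 1 was lower by edgeR, and 2 were higher and 1 lower when adjusted over the list alone. Junction genes did not pass the test against other genes (median log2 fold change 0.05, camera adjusted p = 0.584). Each of the calls on single genes here was lost without 1 or more libraries, for example Myh3 without 4 weeks replicate 1 (adjusted p = 0.180) and Tmem8c without 6 weeks replicate 1 (adjusted p = 0.192). With the DESeq2 Wald test the calls on Myh3, Myh8, Tmem8c and Megf10 ended (adjusted p = 0.0824, 0.0652, 0.0572 and 0.119). The endothelial list did not pass without 4 weeks replicate 2 or 6 weeks replicate 2 (camera adjusted p = 0.0744 and 0.0622).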

Enriched gene ontology terms were analyzed and many of the biological components were related to development/skeletal muscle maturation (Fig. S4B). Additionally, cellular and molecular gene ontology terms were enriched in genes associated with collagen, the ECM, calcium signaling, and other processes related to skeletal muscle development (Fig. S4B).

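Some genes that build, cross-link and remodel the matrix were lower at 6 weeks along with the collagens. Serpinh1 (chromosome 7 of GRCm38, 99345376 to 99353239), the collagen chaperone of the endoplasmic reticulum, fell from 127 ± 0.628 to 50.8 ± 2.63 CPM (SD, n = 2 each). Serpinh1 had a log2 fold change of −1.33 (standard error 0.114, adjusted p = 0.000459) by edgeR. Loxl2 and Lox, which cross-link collagen and elastin, had log2 fold changes of −0.86 (standard error 0.134, adjusted p = 0.00771) and −1.44 (standard error 0.252, adjusted p = 0.0109). The lysyl hydroxylases Plod1 and Plod2 fell too (−0.62, adjusted p = 0.0112 and −0.80, adjusted p = 0.0191). Of 29 genes of collagen processing, 13 were lower and none was higher by edgeR, and 18 were lower when adjusted over the list alone. Collagen processing genes had a median log2 fold change of −0.58 (camera adjusted p = 1.68e-09, and adjusted p = 0.428 with an estimated correlation). Fbn2, the fetal fibrillin, and Eln, elastin, fell (−2.34, adjusted p = 0.00847 and −1.14, adjusted p = 0.0135). Of 17 elastic fiber genes, 7 were lower and none was higher by edgeR, and 7 were lower when adjusted over the list alone. Elastic fiber genes had a median log2 fold change of −0.46 (camera adjusted p = 0.00316, and adjusted p = 0.599 with an estimated correlation). Matricellular proteins and proteoglycans sit between collagen fibers and cells, and Sparc (−0.80, adjusted p = 0.0275), Tnc (−0.90, adjusted p = 0.0102) and Vcan (−0.84, adjusted p = 0.00389) fell. Of 25 genes of this group, 11 were lower and 2 were higher by edgeR, and 2 were higher and 14 lower when adjusted over the list alone. This group had a median log2 fold change of −0.52 (camera adjusted p = 0.000870, and adjusted p = 0.514 with an estimated correlation). Timp1, an inhibitor of matrix proteases, and the protease Mmp16 fell (−1.91, adjusted p = 0.0101 and −1.44, adjusted p = 0.0137). Of 21 genes of matrix proteases and their inhibitors, 5 were lower and none was higher by edgeR, and 6 were lower when adjusted over the list alone. Proteases and inhibitors had a median log2 fold change of −0.34 (camera adjusted p = 0.00273, and adjusted p = 0.428 with an estimated correlation). The basement membrane, the sheet around each fiber, was less uniform, with Col4a1 and Lamb1 lower (−0.54, adjusted p = 0.0187 and −0.51, adjusted p = 0.0149) and Lamc3 higher (1.14, adjusted p = 0.0277). Of 22 basement membrane genes, 5 were lower and 1 was higher by edgeR, and 3 were higher and 9 lower when adjusted over the list alone. Basement membrane genes did not pass the test against other genes (median log2 fold change −0.10, camera adjusted p = 0.406). Pmp22, a protein of the myelin sheath of nerve, also fell (adjusted p = 0.00308). Of 15 genes of Schwann cells and nerve, 2 were lower and none was higher by edgeR, and 6 were lower when adjusted over the list alone. Schwann cell genes had a median log2 fold change of −0.56 (camera adjusted p = 0.000246, and adjusted p = 0.428 with an estimated correlation). Serpinh1, Vcan and Pmp22 kept an adjusted p under 0.05 without any 1 library. The other genes named did not, for example Loxl2 without 4 weeks replicate 2 (adjusted p = 0.0795) and 6 weeks replicate 1 (adjusted p = 0.102).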

**Fig. 4.**
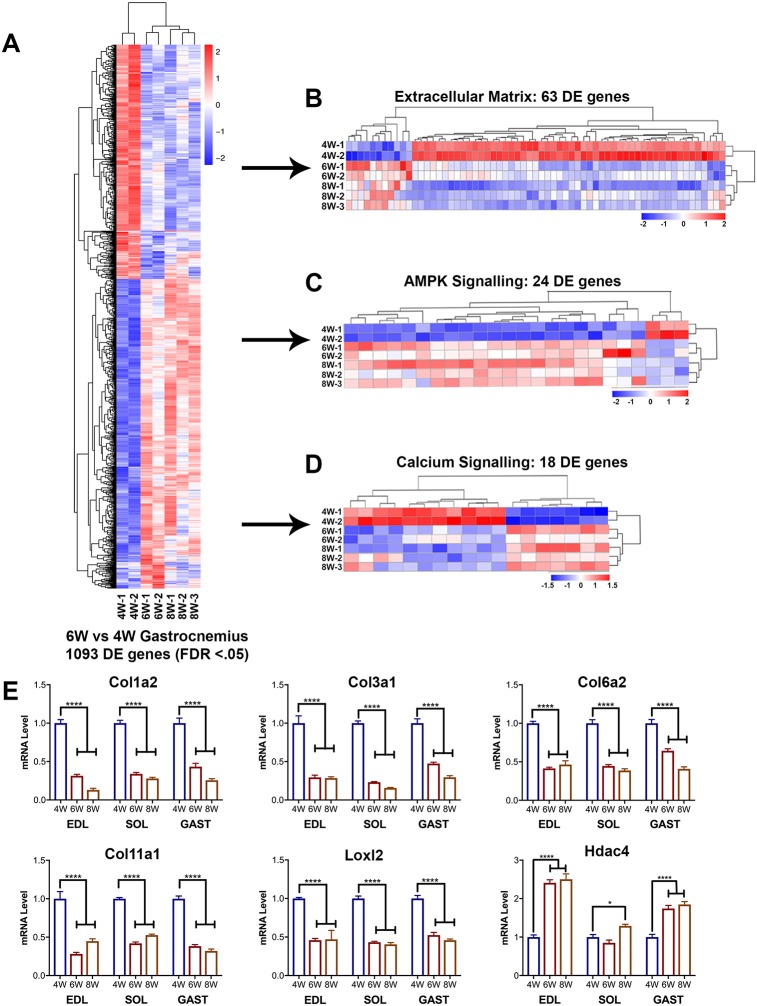
**RNAseq reveals substantial gene expression changes between 4 and 6 postnatal weeks.** (A) Heat map displaying significantly differentially expressed (DE) genes (FDR<0.05) from RNAseq of 4-, 6- and 8-week gastrocnemius muscles. *n*=2-3 mice per group. 1093 DE genes (6 weeks versus 4 weeks). Upregulated genes are shown in red and downregulated genes in blue. (B-D) Heat map displaying 6- versus 4-week DE genes related to the extracellular matrix (GO: 0044420) (B), AMPK signaling (IPA: AMPK-signaling pathway) (C) and calcium signaling (IPA: calcium-signaling pathway) (D). Individual genes are provided in Fig. S4A and Table S2. (E) RT-qPCR of RNAseq targets from 4-, 6- and 8-week EDL, SOL and gastrocnemius (GAST) muscles. mRNA level is shown relative to 4 weeks and normalized to *Gapdh*. *n*=3-5 mice per group. *P<0.05, ****P<0.0001 (one-way ANOVA with Bonferroni correction).

To further understand gene expression changes between prepuberty and early adulthood, 4- and 8-week gastrocnemius RNA was compared. 

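Most genes that changed between 4 and 6 weeks had changed in the same direction at 8 weeks. C1qtnf3, a secreted protein, fell from 5.83 ± 2.17 to 1.33 ± 0.129 CPM (SD, n = 2 each) and was at 0.860 ± 0.0748 at 8 weeks (SD, n = 3). C1qtnf3 had log2 fold changes from 4 weeks of −2.13, adjusted p = 0.00308 and −2.75, adjusted p = 9.67e-05 by edgeR. Ddit4, a stress-induced inhibitor of mTOR, went the other way, from 16.9 ± 0.660 to 34.1 ± 9.60 CPM (SD, n = 2 each) and then to 4.50 ± 0.538 at 8 weeks (SD, n = 3). It was 1 of 2 genes called in opposite directions at the 2 ages, but its call at 6 against 4 weeks ended without 4 weeks replicate 1 (adjusted p = 0.0600), 4 weeks replicate 2 (adjusted p = 0.0795) or 6 weeks replicate 2 (adjusted p = 0.0562) and with no filter (adjusted p = 0.0517). Of the 493 genes higher at 6 weeks 426 (86.4%) were also higher at 8 than at 4 weeks, and of the 577 lower genes 480 (83.2%) were also lower. If the calls were unrelated, 46.8 and 51.7 genes would be shared. For each gene called at 8 against 4 weeks, the part of its log2 change already present at 6 weeks was computed. The median part over 2763 genes was 0.712, 0.692 for the higher and 0.733 for the lower genes. In 2109 of them (76.3%) the part was over 0.5, in 474 it was over 1 and in 68 it was under 0. The median part was 1.02 for 16 cell cycle genes, 0.86 for 14 AMPK genes and 0.603 for 9 fibrillar collagens. It was 0.298 for 5 slow fiber genes and 0.367 for 9 genes of the nuclear respiratory chain. Both comparisons share the 4-week libraries, which alone links the changes. In 20 simulations with no difference between ages the fold changes had the same sign in 68.2% of genes, against 79.1% observed, and a correlation across genes of 0.540, against 0.764. At most 1 gene was called in both comparisons there, but with no difference simulated few calls can arise in either. How many of the 906 shared calls come from error in the shared 4-week libraries was not tested. The 906 shared calls were 290 without 4 weeks replicate 1, 75 without 4 weeks replicate 2, 35 without 6 weeks replicate 1 and 349 without 6 weeks replicate 2.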

The results were similar to that of the 4- versus 6-week comparison but more pronounced. Between 4 and 8 weeks, we found 2258 DE genes (FDR<0.05). 

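At 8 weeks many genes of fetal growth, of immature contractile proteins and of collagens were below their 4-week levels. H19 (chromosome 7 of GRCm38, 142575529 to 142578143), an imprinted noncoding RNA of the Igf2 region, fell from 1413 ± 17.4 (SD, n = 2) to 178 ± 19.1 CPM (SD, n = 3). H19 had a log2 fold change of −2.99 (standard error 0.153, adjusted p = 6.94e-06) by edgeR. Of 20 imprinted growth genes, 15 were lower and 1 was higher by edgeR, and 2 were higher and 16 lower when adjusted over the list alone. Imprinted genes had a median log2 fold change of −1.66 (camera adjusted p = 8.24e-08, and adjusted p = 0.327 with an estimated correlation). Of 9 genes in the list of developmental contractile isoforms, which also holds Nes, Ncam1 and Ckb, 5 were lower and none was higher by edgeR, and 7 were lower when adjusted over the list alone. This list had a median log2 fold change of −0.76 (camera adjusted p = 0.000213, and adjusted p = 0.327 with an estimated correlation). Actc1 is the member with the largest change (−2.79, adjusted p = 3.75e-05). Kcne1l, a potassium channel subunit, had a log2 fold change of −3.94 (standard error 0.221, adjusted p = 9.81e-06). Rasd2 rose from 0.532 ± 0.111 (SD, n = 2) to 7.98 ± 1.60 CPM (SD, n = 3), a log2 fold change of 3.89 (standard error 0.252, adjusted p = 2.56e-05). Col1a1 was at 312 ± 84.7 CPM at 8 weeks (SD, n = 3), a log2 fold change of −1.84, adjusted p = 0.000418. Of 11 fibrillar collagens, 9 were lower and none was higher by edgeR, and 9 were lower when adjusted over the list alone. The fibrillar list had a median log2 fold change of −1.45 (camera adjusted p = 8.24e-08, and adjusted p = 0.327 with an estimated correlation). Some genes of slow fibers and of oxidative metabolism were lower at this age, such as Tnni1, the slow troponin I (−1.01, adjusted p = 0.0180), and Fabp3, which carries fatty acids in the cell (−0.96, adjusted p = 0.00144). Of 12 slow fiber genes, 5 were lower and none was higher by edgeR, and 10 were lower when adjusted over the list alone. Slow fiber genes had a median log2 fold change of −0.60 (camera adjusted p = 0.000213, and adjusted p = 0.476 with an estimated correlation). Over these genes the 8-week libraries themselves stood apart, with replicate 2 nearer to the younger mice. Of 28 genes of fatty acid oxidation, 7 were lower and none was higher by edgeR, and 10 were lower when adjusted over the list alone. Fatty acid oxidation genes had a median log2 fold change of −0.21 (camera adjusted p = 0.00123, and adjusted p = 0.525 with an estimated correlation). Of 77 nuclear genes of the respiratory chain, 9 were lower and none was higher by edgeR, and 8 were lower when adjusted over the list alone. Respiratory chain genes had a median log2 fold change of −0.15 (camera adjusted p = 0.000850, and adjusted p = 0.634 with an estimated correlation). In all, 1422 genes were higher and 1341 were lower, 661 of them by more than 2-fold. With library totals in place of TMM factors the median log2 fold change of all genes moved to −0.199. Then 446 genes were higher and 2000 lower, a share of higher genes of 18.2% against 51.5%. The count of genes was 1263 without 4 weeks replicate 1 (543 higher, 720 lower) and 810 without 4 weeks replicate 2 (392 higher, 418 lower). H19, Actc1, Kcne1l, Rasd2, Col1a1 and Fabp3 kept an adjusted p under 0.05 without any 1 library, and Tnni1 had an adjusted p of 0.150 without 4 weeks replicate 2. The call on Tnni1 also ended with the DESeq2 Wald test (adjusted p = 0.0622), robust edgeR (adjusted p = 0.0788) and no filter (adjusted p = 0.0702).

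**Figure D4:**
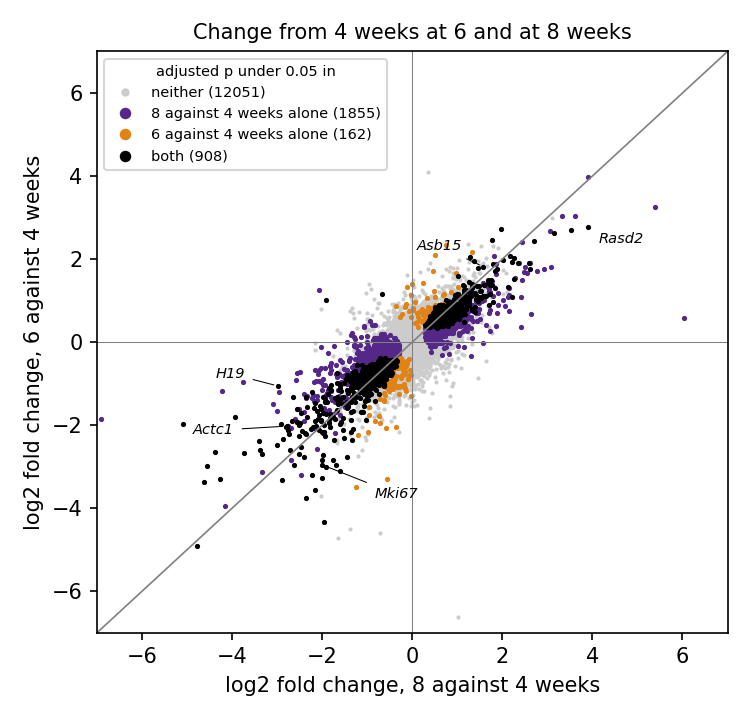
Log2 fold change at 6 against 4 weeks (y axis) and at 8 against 4 weeks (x axis), 1 point per gene tested, colored by the comparisons in which the adjusted p was under 0.05; the diagonal marks equal changes. Both comparisons call 908 genes (black), the 8-week comparison alone 1855 (purple) and the 6-week comparison alone 162 (orange).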

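Genes of integrins and calcium handling moved in both directions between 4 and 8 weeks, and some genes of the AMPK list were higher. Itgb5, an integrin subunit of vitronectin receptors, rose from 21.1 ± 3.61 (SD, n = 2) to 35.9 ± 5.46 CPM (SD, n = 3), a log2 fold change of 0.77 (standard error 0.148, adjusted p = 0.00546) by edgeR. Itga9 and Itga5 fell (−0.69, adjusted p = 0.00458 and −0.70, adjusted p = 0.0129), and so did Ilk, the kinase that links integrins to actin (−0.56, adjusted p = 0.00322). Of 27 genes of integrins and the adhesion complex, 7 were lower and 3 were higher by edgeR, and 3 were higher and 10 lower when adjusted over the list alone. Integrin genes did not pass the test against other genes (median log2 fold change −0.19, camera adjusted p = 0.114). Ryr1, the calcium release channel, was at 2168 ± 440 CPM at 8 weeks (SD, n = 3), a log2 fold change of 1.24 (standard error 0.187, adjusted p = 0.00151). Its voltage sensor Cacna1s also rose (0.63, adjusted p = 0.00824), as did the calmodulin-dependent kinases Camk2b (0.55, adjusted p = 0.0168) and Camk2g (0.37, adjusted p = 0.0153). Casq2 fell (−1.68, adjusted p = 0.000155), and so did Sln, a small inhibitor of the calcium pump (−1.12, adjusted p = 0.0483). Of 44 genes of excitation-contraction coupling and calcium handling, 8 were higher and 3 were lower by edgeR, and 11 were higher and 5 lower when adjusted over the list alone. Calcium handling genes did not pass the test against other genes (median log2 fold change 0.01, camera adjusted p = 0.420). Srebf1 and Acacb rose (1.24, adjusted p = 0.000932 and 0.90, adjusted p = 0.00709), and so did Tsc1 (0.71, adjusted p = 0.000568) and Mtor (0.70, adjusted p = 0.00193). Of 40 genes of the AMPK complex and its targets, 14 were higher and none was lower by edgeR, and 18 were higher and 2 lower when adjusted over the list alone. AMPK genes had a median log2 fold change of 0.31 (camera adjusted p = 0.000174, and adjusted p = 0.327 with an estimated correlation). Of the 51 molecules for integrin signaling in the authors' deposited pathway table for this comparison, 16 were higher and 31 lower by edgeR. For calcium signaling 21 of 45 were higher and 17 lower, and for AMPK signaling 32 of 45 were higher and 10 lower. Their median log2 fold changes were −0.50, 0.36 and 0.46, and as the study chose them in these libraries they are not independent evidence. Ryr1, Casq2, Srebf1, Tsc1 and Mtor kept an adjusted p under 0.05 without any 1 library. The other genes named did not, for example Ilk, with an adjusted p of 0.0515 without 4 weeks replicate 2. The call on Sln ended as well with the DESeq2 Wald test (adjusted p = 0.137), limma-voom (adjusted p = 0.0537) and no filter (adjusted p = 0.0910), and those on Cacna1s, Camk2b and Camk2g with library totals (adjusted p = 0.103, 0.136 and 0.402).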

IPA indicated many similar enriched pathways: integrin, calcium, and AMPK signaling (z scores: −1.342, 3.024 and 3.000, respectively) were all within the top nine altered pathways (Fig. S5A). 

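Between 6 and 8 weeks few single genes differed, and most of those that did were lower at 8 weeks. Ddit4 (chromosome 10 of GRCm38, 59949669 to 59951834) had a log2 fold change of −2.92 (standard error 0.166, adjusted p = 2.15e-05) by edgeR. H19 was at 678 ± 176 CPM at 6 weeks (SD, n = 2) and fell by 1.93 on the log2 scale (adjusted p = 0.000311). Kcne1l fell from 1.84 ± 0.545 (SD, n = 2) to 0.419 ± 0.0422 CPM (SD, n = 3), a log2 fold change of −2.14 (standard error 0.248, adjusted p = 0.00501). Other lower genes were Rhob, a small GTPase (−1.46, adjusted p = 0.000721), the transcription factors Cebpd (−1.23, adjusted p = 0.00153) and Klf2 (−1.69, adjusted p = 0.0236), and Gadd45g (−1.61, adjusted p = 0.0233). Errfi1, an inhibitor of the EGF receptor, and Ctgf, a matricellular growth regulator, fell too (−1.57, adjusted p = 0.0269 and −1.31, adjusted p = 0.0154). Among the genes that rose were the tubulin Tuba4a (0.67, adjusted p = 0.0269) and Pdzrn3, a ubiquitin ligase of the neuromuscular junction (0.66, adjusted p = 0.0379). Of 21 immediate early and heat shock genes, none was lower and none was higher by edgeR, and 11 were lower when adjusted over the list alone. Immediate early genes had a median log2 fold change of −0.87 (camera adjusted p = 2.15e-08, and adjusted p = 0.590 with an estimated correlation). Over these genes 8 weeks replicate 2 lay near the 6-week libraries, at a median position of 0.211 from 0 (6-week mean) to 1 (mean of the other 8-week libraries). Of 12 slow fiber genes, none was lower and none was higher by edgeR, and 11 were lower when adjusted over the list alone. The slow fiber list had a median log2 fold change of −0.62 (camera adjusted p = 3.56e-07, and adjusted p = 0.590 with an estimated correlation). Of 11 fibrillar collagens, none was lower and none was higher by edgeR, and 6 were lower when adjusted over the list alone. The collagens had a median log2 fold change of −0.49 (camera adjusted p = 3.98e-06, and adjusted p = 0.590 with an estimated correlation). Of 77 nuclear genes of the respiratory chain, none was lower and none was higher by edgeR, and none passed when adjusted over the list alone. The respiratory chain list had a median log2 fold change of −0.14 (camera adjusted p = 3.56e-07, and adjusted p = 0.590 with an estimated correlation). In all, 4 genes were higher and 22 were lower, of 1836 with an unadjusted p under 0.05. The DESeq2 Wald test gave 54 higher and 109 lower, a share of higher genes of 33.1% against 15.4%. Limma-voom gave 7 and 22, and library totals alone 3 and 92 (3.16%), with the median of all genes at −0.167. The count of 26 was 10 without 6 weeks replicate 2, 9 without 8 weeks replicate 1, 74 without 8 weeks replicate 2 and 77 without 8 weeks replicate 3. Ddit4, H19, Rhob and Cebpd kept an adjusted p under 0.05 without any 1 library. The others named did not, for example Kcne1l without 6 weeks replicate 2 (−1.80, adjusted p = 0.0566). Klf2, Gadd45g and Errfi1 did not pass with robust edgeR (adjusted p = 0.0512, 0.0816 and 0.148), nor Tuba4a and Pdzrn3 with library totals (adjusted p = 0.206 and 0.214).

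**Figure D5:**
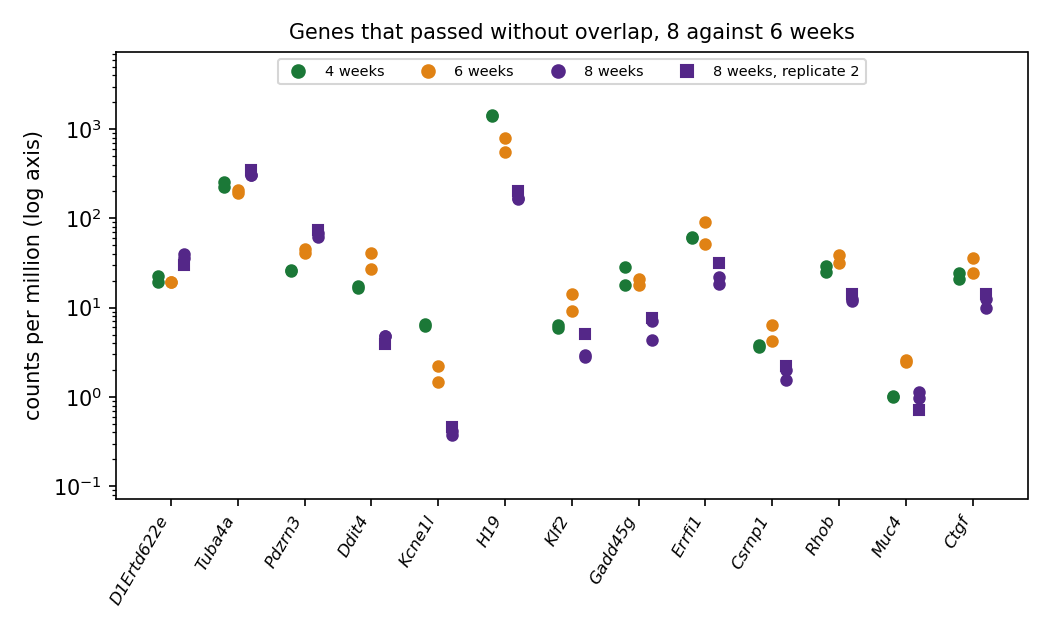
CPM (log axis, y) in each library of 13 genes at 8 against 6 weeks (x), 3 higher on the left and 10 lower; colors give the age and the square is 8 weeks replicate 2. These are the genes of largest change among those with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the 2 ages, without pseudogenes and predicted genes, so that their separation follows from the selection.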

Interestingly, when 6- and 8-week gastrocnemius RNA was compared, the total number of DE genes (FDR<0.05) was reduced to only 163 (Fig. S5B). Thus, not only does extensive myofiber growth and myonuclear addition occur between 4 and 6 weeks (Figs 1-3), but our RNAseq analysis demonstrates that there are significant changes in muscle gene expression, consistent with robust and relatively rapid maturation during this period. This demonstrates that the transition from prepuberty to adolescence occurs through a critical switch point in terms of gene expression.

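Some genes changed between 4 and 6 weeks and had values near their 6-week level at 8 weeks. Tfcp2l1, a transcription factor, rose from 7.23 ± 1.55 to 26.6 ± 1.32 CPM (SD, n = 2 each) and was at 25.0 ± 2.97 at 8 weeks (SD, n = 3). Tceal7, a muscle protein similar to transcription elongation factors, fell from 28.1 ± 4.78 to 5.80 ± 0.713 CPM (SD, n = 2 each) and was at 7.31 ± 1.57 at 8 weeks (SD, n = 3). Whether the change from 4 to 6 weeks differed from the change from 6 to 8 weeks was tested directly, as the difference between the 2 steps in edgeR. The difference on the log2 scale was 1.97 for Tfcp2l1 (adjusted p = 0.0195) and 2.06 for Asb15 (adjusted p = 0.00247). It was −2.61 for Tceal7 (adjusted p = 0.0294) and −1.34 for Serpinh1, the collagen chaperone (adjusted p = 0.0333). In all, 14 genes differed between the steps, of 1852 with an unadjusted p under 0.05, 10 with the higher and 4 with the lower change in the earlier step. The DESeq2 Wald test called 147. Cell cycle genes had the smallest camera p of the 40 lists, with a median difference of −0.82 (camera adjusted p = 3.74e-09, and adjusted p = 0.656 with an estimated correlation). Of these 26 genes none passed by edgeR, and 9 were lower in the earlier step when adjusted over the list alone. AMPK genes had a higher change in the earlier step, with a median difference of 0.26 (camera adjusted p = 0.00725, and adjusted p = 0.861 with an estimated correlation). None of the 40 passed, also when adjusted over the list alone. Collagen processing genes had a lower change in the earlier step, with a median difference of −0.40 (camera adjusted p = 0.000727, and adjusted p = 0.861 with an estimated correlation). Of 29 such genes 1 was lower by edgeR, and 4 when adjusted over the list alone. The fibrillar collagens did not pass the test between the steps (median −0.23, camera adjusted p = 0.562). The paper calls its expression changes, beside fiber growth and addition of nuclei, compatible with a robust and fairly rapid maturation. It goes on to state that the passage to adolescence involves a critical switch point of gene expression. Few genes passed the direct test of the steps by edgeR, and no list passed with an estimated correlation. With so few mice this test neither bears out such a switch point nor excludes it. The steps share the 6-week libraries, so an error there enters both with opposite sign. The count of 14 was 8 without 4 weeks replicate 1, 4 and 6 without 6 weeks replicates 1 and 2, and 7, 40 and 137 without 8 weeks replicates 1, 2 and 3. Without 6 weeks replicate 1 the AMPK list did not pass (camera adjusted p = 0.0805).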

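Mki67, the marker of cycling cells, was at its lowest at 6 weeks and at 1.58 ± 0.294 CPM at 8 weeks (SD, n = 3). Between these ages it had a log2 fold change of 0.97, adjusted p = 0.323 by edgeR. Serpinh1 was at 51.1 ± 5.12 CPM at 8 weeks (SD, n = 3) and Acta2 at 18.5 ± 0.583 (SD, n = 3), with adjusted p-values of 0.976 and 0.991 for the change from 6 weeks. Others had values at 8 weeks beyond those at 6 weeks, without passing the test between them. Igf2 was at 11.4 ± 2.88 CPM at 6 weeks (SD, n = 2) and 6.79 ± 0.523 at 8 weeks (SD, n = 3), a log2 fold change of −0.75, adjusted p = 0.130. Meg3, a noncoding RNA of the Dlk1-Dio3 region, was at 13.0 ± 0.552 (SD, n = 2) and 8.63 ± 0.373 CPM (SD, n = 3; −0.59, adjusted p = 0.0960). Fbxo32, a ubiquitin ligase of muscle atrophy, was at 106 ± 30.5 (SD, n = 2) and 187 ± 8.74 CPM (SD, n = 3; 0.82, adjusted p = 0.0557). Growth signaling genes stood on both sides at 8 against 4 weeks. Mstn, which limits muscle growth, and Ghr, the growth hormone receptor, rose (0.88, adjusted p = 0.00311 and 0.45, adjusted p = 0.00924), and Igf1 fell (−0.97, adjusted p = 0.000930). The call on Ghr ended when either 4-week library was left out (adjusted p = 0.0704 and 0.0918) and with library totals (adjusted p = 0.199). Of 24 genes of this group, 7 were lower and 5 were higher by edgeR, and 7 were higher and 8 lower when adjusted over the list alone. Growth signaling genes did not pass the test against other genes (median log2 fold change −0.16, camera adjusted p = 0.489). Counts were also simulated with the 6-week mice at the 4-week levels of all genes. They gave 3568 to 3759 calls at 8 against 6 weeks, 0 to 8 at 6 against 4 weeks, and a median part of the change present at 6 weeks of 0.0954. The fitted 4-week and 8-week means, noise included, served as true levels, so the first of these counts runs high. The real comparison of 8 against 4 weeks, with the same group sizes, called 2763 genes. With 3 ages, the time of a change within these weeks cannot be narrowed further.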

To validate the observed changes in gene expression, we performed RT-qPCR on relevant targets (*Col1a2*, *Col3a1*, *Col6a2*, *Col11a1*, *Hdac4*, *Loxl2*) in EDL, SOL and gastrocnemius muscles (Fig. S4A). Recent RNAseq analysis demonstrates these skeletal muscles differ in terms of gene expression, including genes related to contractile capability (Terry et al., 2018). Despite these differences, when *Col1a2*, *Col3a1*, *Col6a2*, *Col11a1*, *Hdac4* and *Loxl2* expression was examined, similar trends were observed across all three muscles when comparing the 6- and 8-week time points with 4 weeks (Fig. 4E).

### Prepubertal skeletal muscle growth is characterized by SC-derived myonuclear contribution that declines upon puberty onset

To determine whether myonuclear accretion and gene expression changes between 4 and 6 weeks were accompanied by modifications in SC pool size, we counted the number of Pax7-expressing SCs (per 100 fibers) in 3-, 4-, 6-, 8- and 12-week EDL and SOL cross-sections (Fig. 5A,B). There was no difference in SC number between 3 and 6 weeks of age (Fig. 5C,D). Therefore, myonuclear accretion and modifications in gene expression between 4 and 6 weeks were not accompanied by significant alterations in SC pool size. At 8 weeks, a significant decrease in SC number was observed in EDL and SOL (33% and 37% reduction, respectively). There was no significant difference when comparing the 8- and 12-week time points indicating that adult SC pool size is established at 8 weeks (late adolescence/young adulthood) (Dutta and Sengupta, 2016; Verdijk et al., 2014).

**Fig. 5.**
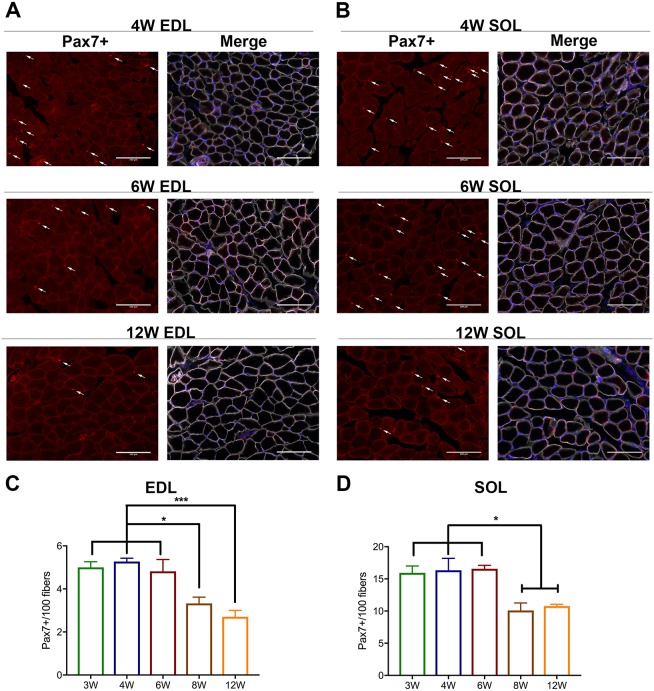
**Examination of SC pool size between prepuberty and young adulthood.** (A,B) Representative cross-sections of 4-, 6- and 12-week EDL (A) and SOL (B) muscles stained with Pax7 (red) and laminin (white) antibodies and DAPI (blue). Arrows indicate SCs. Scale bars: 100 μm. (C,D) Quantification of Pax7^+^ SC number (per 100 fibers) in 3-, 4-, 6-, 8- and 12-week EDL (C) and SOL (D) muscles. *n*=3-5 mice per group. Three sections, with three to six fields of view (20×), were averaged per mouse. *P<0.05, ***P<0.001 (one-way ANOVA with Tukey's test).

To examine whether Pax7-expressing SCs are a source of prepubertal myonuclei, we utilized a previously characterized *Pax7^CreERT2/+^*; *Rosa26^nTnG/+^* (P7nTnG) mouse (Liu et al., 2017; Prigge et al., 2013). The P7nTnG mouse ubiquitously expresses a loxP-flanked nuclear Td-tomato fluorescent red reporter. Upon tamoxifen injection, the nuclear Td-tomato reporter is excised to indelibly label Pax7^+^ SCs and their derived cells with nuclear GFP (nGFP). To initially label SCs and track derived progenitor fate, P7nTnG mice were given tamoxifen at prepuberty (4 weeks), early adolescence (6 weeks) or young adulthood (8 weeks) and sacrificed 4 weeks thereafter (Fig. 6A). Upon tamoxifen administration at 4 weeks and examination of skeletal muscles at 8 weeks, we observed substantial SC-derived nGFP^+^ myonuclear contribution in both EDL and SOL (∼50 and 110 nGFP^+^/100 fibers, respectively) (Fig. 6B-E). As we only found approximately three and ten SCs/100 fibers in 8-week-old EDL and SOL sections, respectively (Fig. 5C,D), an overwhelming proportion of nGFP^+^ cells were indeed SC-derived myonuclei. The administration of tamoxifen at 6 and 8 weeks revealed a marked decline in SC-derived nGFP^+^ myonuclear contribution (Fig. 6B-E). Similarly, other lower limb, upper limb and trunk skeletal muscles, such as the tibialis anterior, plantaris, gastrocnemius, quadriceps and diaphragm, all exhibited extensive SC-derived nGFP^+^ myonuclear contribution upon tamoxifen administration at 4 compared with 6 weeks of age (Fig. S6). These data demonstrate that puberty onset is a seminal event in ceasing the contribution of SC-derived myonuclei during postnatal growth (Kim et al., 2016). Furthermore, we demonstrate that SCs are the principal source of myonuclear accretion associated with increased myofiber CSA during prepubertal myofiber hypertrophic growth.

**Fig. 6.**
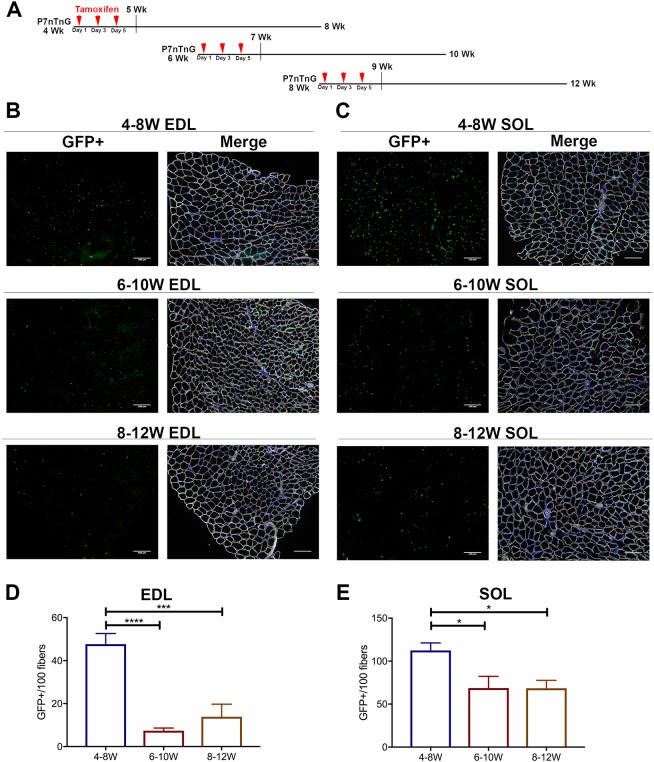
**SCs contribute to EDL and SOL muscles during prepubertal growth.** (A) Scheme representing tamoxifen administration at 4, 6 or 8 weeks with tissue harvest at 8, 10 or 12 weeks, respectively. (B,C) Representative cross-sections of 4-8, 6-10 and 8-12 week EDL (B) and SOL (C) muscles following tamoxifen injection (at 4, 6 or 8 weeks) to label SCs and derived myonuclei. Sectioned are stained with GFP (green), DAPI (blue) and laminin antibody (white). Scale bars: 100 μm. (D,E) Quantification of GFP^+^ myonuclei (per 100 fibers) in 4-8, 6-10 and 8-12 week EDL (D) and SOL (E) cross-sections. *n*=3-8 mice per group. *P<0.05, ***P<0.001, ****P<0.0001 (one-way ANOVA with Tukey's test).

### Prepubertal SC depletion impedes myofiber hypertrophic growth and reduces myonuclear number

Next, we wanted to ascertain the functional relevance of SC-derived myonuclear accretion to prepubertal myofiber growth. For this purpose, we utilized a *Pax7^CreER/+^*; *Rosa26^DTA/+^* (P7DTA) mouse (Keefe et al., 2015; Liu et al., 2017, 2015; Murphy et al., 2011; Wu et al., 2006). This mouse line enables expression of diphtheria toxin A (DTA) in SCs upon tamoxifen injection, causing SC depletion. Tamoxifen was injected three times (every other day) beginning at 4 weeks and mice were sacrificed at 8 weeks of age (Fig. 7A). This strategy led to efficient SC depletion based on quantification of Pax7-expressing cells in P7DTA EDL and SOL muscles (Fig. S7A-C).

**Fig. 7.**
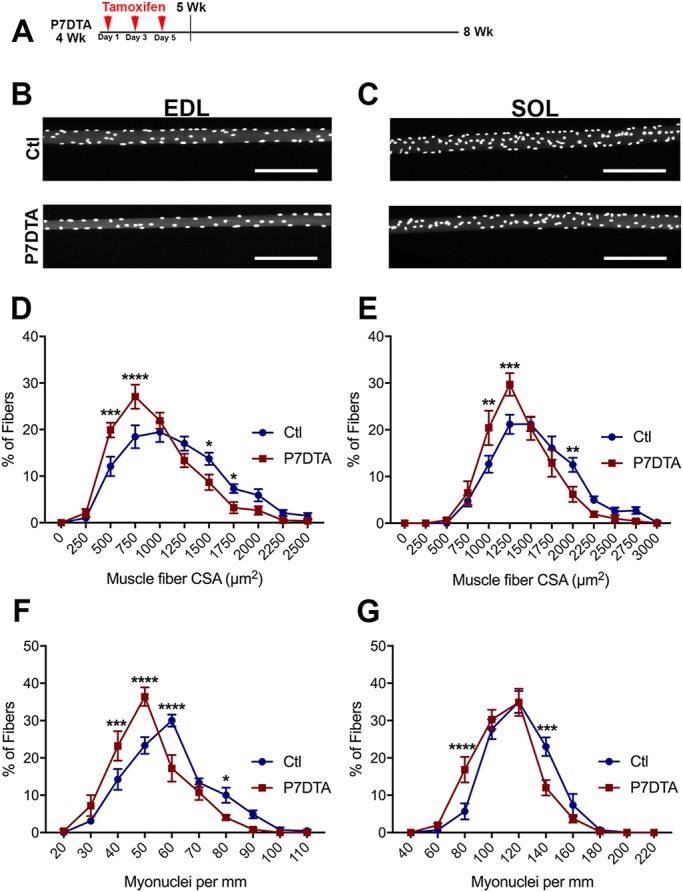
**Prepubertal SC ablation leads to similar declines in myofiber hypertrophic growth and myonuclear number.** (A) Illustration of P7DTA scheme: tamoxifen was administered at 4 weeks and tissue harvested at 8 weeks. (B,C) Representative images of control (Ctl) and P7DTA EDL (B) and SOL (C) myofibers. Scale bars: 200 μm. (D,E) Frequency distribution of myofiber CSA of Ctl and P7DTA EDL (D) and SOL (E) myofibers. *n*=9-10 mice per group for EDL and 6-7 per group for SOL. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001 (two-way ANOVA with Fisher's LSD test). (F,G) Frequency distribution of myonuclear number (MN/mm) of Ctl and P7DTA EDL (F) and SOL (G) myofibers. *n*=7 mice per group for EDL and 6-7 per group for SOL. *P<0.05, ***P<0.001, ****P<0.0001 (two-way ANOVA with Fisher's LSD test).

Using the P7DTA model, we first assayed myofiber CSA and myonuclear number for EDL and SOL muscles (Fig. 7B,C). Using frequency analysis, we observed a significant induction of myofibers with a smaller CSA, between 250 and 750 μm^2^, in the P7DTA EDL (Fig. 7D). Compared with control, there was a leftward shift in the distribution of P7DTA EDL myofiber CSA (Fig. 7D). In addition to having smaller myofibers, we observed that the P7DTA EDL myofibers had fewer myonuclei than their control counterparts (Fig. 7F). The P7DTA EDL myofibers had approximately 75% of myofibers with fewer than 50 MN/mm. Furthermore, we observed a leftward shift in the distribution of the P7DTA EDL MN/mm curve in comparison with control. On average, P7DTA EDL myofiber CSA and myonuclear number were reduced, by 19% and 15%, respectively, compared with control (Fig. S8A,B). Similar trends were observed in the P7DTA SOL muscle. The P7DTA SOL had significantly higher proportions of myofibers with a relatively smaller CSA (Fig. 7E). In addition, the P7DTA SOL had higher proportions of myofibers with relatively fewer myonuclei (Fig. 7G). On average, the P7DTA SOL myofibers had smaller CSAs and fewer myonuclei, by 15% and 10%, respectively, compared with control (Fig. S8C,D). Therefore, targeted prepubertal depletion of Pax7-expressing SCs leads to a reduction of EDL and SOL myofiber CSA that is associated with a similar loss of myonuclei.

### Prepubertal SC depletion causes force generation deficits in fast- and slow-contracting muscles

Most skeletal muscles possess a mix of distinct myofiber types identified by the expression of individual myosin heavy chains: type I, IIA, IIX and IIB (Schiaffino and Reggiani, 2011). Skeletal muscle myosin heavy chains regulate the speed of myofiber contraction. Along a continuum, type I fibers contract more slowly and generate less force compared with type IIB myofibers (Mantilla and Sieck, 2003). Typically, a large reduction of type IIB myofibers is observed upon consequential mouse neuromuscular disruption, such as denervation or neuromuscular disease, which can be exacerbated by SC depletion (Chakkalakal et al., 2012b; Frey et al., 2000; Liu et al., 2015). Therefore, we investigated whether prepubertal SC depletion had any effect on fiber type in EDL and SOL muscles. Although no extreme alterations in myofiber type were observed upon SC depletion at 4 weeks, a modest (5%), albeit significant, reduction in type IIB myofibers was found in EDL muscles (Fig. 8A,C). A non-significant trend for elevated proportions of type IIA and IIX myofibers accompanied this reduction. Prepubertal SC depletion had minimal effects on SOL fiber-type distribution (Fig. 8B,D). Consistent with no major alterations in myofiber type, analysis of neuromuscular junction (NMJ) innervation integrity did not reveal any observable neuromuscular disruption (Fig. S9).

**Fig. 8.**
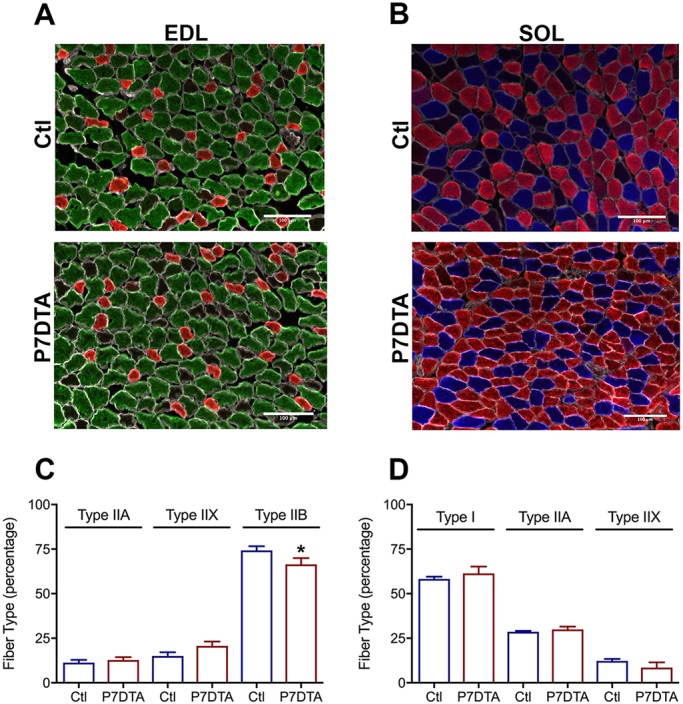
**Minimal fiber-type changes with prepubertal SC ablation.** (A,B) Representative images of control (Ctl) and P7DTA EDL (A) and SOL (B) fiber-type immunostaining. MYHC type IIB fibers, green; IIX, black; IIA, red; I, blue; laminin, white. Scale bars: 100 μm. (C,D) Quantification of fiber-type percentages for Ctl and P7DTA EDL (C) and SOL (D). *n*=5-7 mice per group for EDL and 3-4 per group for SOL. *P<0.05 (one-way ANOVA with Fisher's LSD test).

Because prepubertal SC depletion led to impaired myofiber hypertrophic growth and loss of myonuclei, we next sought to determine whether these phenotypes were associated with intrinsic declines in skeletal muscle function. For this purpose, we employed an *ex vivo* skeletal muscle contractile system to assay EDL and SOL muscle intrinsic force generation capacity and contractile properties (Liu et al., 2017, 2015). In comparison with control muscles, we observed significant deficits in absolute force generation in 8-week-old EDL and SOL muscles that had been depleted of SCs during prepuberty (4 weeks) (Fig. 9A-C, Fig. S10A). In contrast, tamoxifen-induced SC depletion during early adolescence (6 weeks) did not reveal deficits in force generation in P7DTA EDL or SOL muscles (Fig. 9D-F). Examination of time-to-peak tension, an indicator of contractile speed, did not reveal any significant differences between P7DTA EDL or SOL muscles compared with controls (Fig. S10B). Therefore, the modest myofiber-type transitions observed in the P7DTA EDL were not sufficient to alter contractile speed (Fig. 8C). Another parameter that can influence intrinsic skeletal muscle force generation is myofiber number. We observed no difference in myofiber number between control and P7DTA EDL and SOL muscles depleted of SCs during prepuberty (Fig. S7D). Collectively, these data demonstrate that prepubertal SC depletion leads to functional deficits primarily associated with loss of myonuclei and reduction in myofiber CSA.

**Fig. 9.**
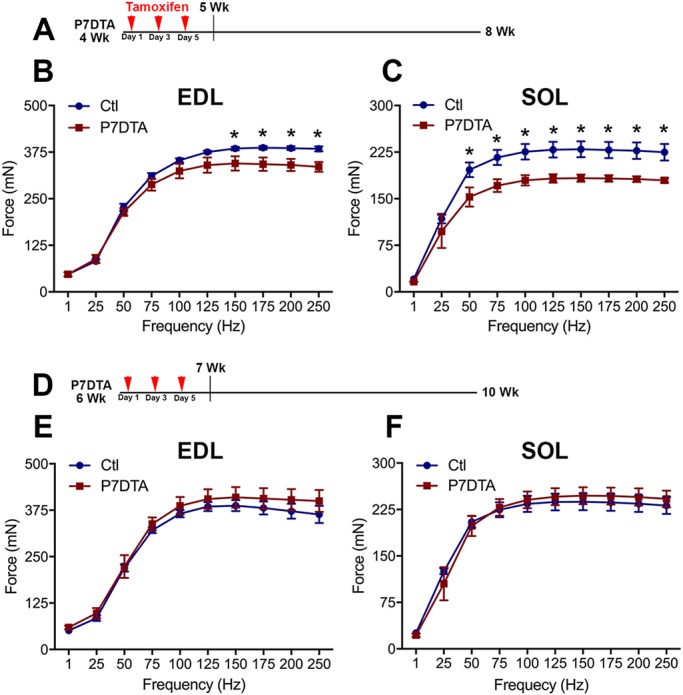
**Force generation deficits following prepubertal SC ablation.** (A) Illustration of 4W-P7DTA scheme: tamoxifen was injected at 4 weeks and tissue harvested at 8 weeks. (B,C) Absolute force values generated by EDL (B) and SOL (C) control (Ctl) and 4W-P7DTA mice. *n*=3-4 mice per group. *P<0.05 (Fisher's LSD test). (D) Illustration of 6W-P7DTA scheme: tamoxifen was injected at 6 weeks and tissue harvested at 10 weeks. (E,F) Absolute force values generated by EDL (E) and SOL (F) Ctl and 6W-P7DTA mice. *n*=5-7 mice per group.

As a loading force, skeletal muscle can influence bone development and healing (Brotto and Bonewald, 2015; Harry et al., 2008; Pedersen, 2011). This relationship appears to be even more pivotal during postnatal growth, as increases in muscle force correlate with bone strength (Fricke and Schoenau, 2007; Rauch et al., 2004; Schoenau and Frost, 2002). Therefore, we examined whether bone biomechanical and intrinsic properties are altered in response to skeletal muscle force deficits, upon prepubertal SC ablation. We found no difference in tibial cortical or trabecular thickness or bone volume in P7DTA compared with control mice (Fig. S11A-D). Also, there was no difference in tibial length between P7DTA and control (data not shown). However, biomechanical testing revealed that there is a trend for P7DTA tibias to score lower in terms of bone toughness and strength (Fig. S11E,F).

## DISCUSSION

Lineage-tracing and depletion studies have identified Pax7-expressing SCs as the principal source of myonuclei during early development (Hutcheson et al., 2009; Moss and Leblond, 1970; Relaix and Zammit, 2012). Previous studies have reported mitotic activity and increases in myonuclear number up to sexual maturity/young adulthood in mouse and rat models (Cardasis and Cooper, 1975; Enesco and Puddy, 1964; Kelly, 1978; Williams and Goldspink, 1971). However, the functional relevance of SC contributions from prepuberty to early adolescence had not been examined. In this study, we observed significant increases of mouse myofiber size and myonuclear number between prepuberty and early adolescence/puberty onset (4-6 weeks of age). This time point proved to be crucial to muscle development, with significant changes in muscle ECM, calcium handling and AMPK signaling. Lastly, SC contribution to myofibers during prepuberty and early adolescence was essential, with SC depletion resulting in reduced hypertrophic growth, loss of myonuclei, and force deficits.

Murine muscle development was examined between 3 and 12 weeks of age. During this time, myofiber CSA increased significantly in both fast-contracting EDL and slow-contracting SOL muscles, particularly between 4 and 6 weeks (Fig. 1, Fig. S1). Additionally, we found myofibers to transition in size throughout development, with the establishment of a heterogeneous adult-like population at 6 weeks of age. The hypertrophy we observed between prepuberty and early adolescence (4 and 6 weeks) was associated with significant myonuclear accretion, expansion of MND, and correlated with myonuclear number (Figs 2 and 3; Figs S2 and S3). Other studies have reported results indicative of increases in myonuclear number during similar stages of growth (Cardasis and Cooper, 1975; Neal et al., 2012). White et al. (2010), found myonuclear accretion to stagnate at weaning in mouse EDL myofibers. In contrast, we found increases in EDL and SOL myonuclear number from weaning to early adolescence. Considering the counts conducted in this study were normalized per unit length and myofiber length does increase into adulthood, our data may underestimate the scope of myonuclear accretion. Indeed, a recent report demonstrated a sizable increase in absolute myonuclear number when comparing 3- and 5-week-old EDL myofibers (Huh et al., 2017). However, consistent with White et al., we observed expansion of MND during this period of growth. Collectively, based on the extent of myofiber CSA, MND and myonuclear number changes, other mechanisms in addition to SC-derived myonuclear accretion are likely to be effectors of prepubertal myofiber hypertrophic growth.

Utilizing genome-wide RNAseq, we found there to be significant changes in the skeletal muscle transcriptome during prepuberty and adolescence (4-8 weeks of age). With 1093 DE genes (FDR<0.05), a multitude of changes related to skeletal muscle development had occurred between 4 and 6 weeks of age. The most significant of these were related to calcium handling, AMPK signaling and ECM composition (Fig. 4, Figs S4 and S5). Recently, Brinegar et al. (2017) investigated the changes in gene expression and splicing during postnatal development, specifically related to calcium handling; utilizing RNAseq, this group found 1496 DE genes (±2.0 fold change) between 4 and 22 weeks. We observed a similar trend; however, the vast majority of changes occurred between 4 and 8 weeks, emphasizing the importance of this short, but crucial, period of skeletal muscle growth. AMPK signaling was also predicted to be increased at both 8 and 6 weeks, compared with the prepubertal 4-week time point. AMPK signaling is a well-defined regulator of cell metabolism, playing a pivotal role in skeletal muscle energy homeostasis (Hardie and Sakamoto, 2006; Kjobsted et al., 2018). Additionally, AMPK is known to directly affect SC fate decisions (Mounier et al., 2013; Theret et al., 2017). It is likely that during this time of rapid growth and development, AMPK activation is necessary to facilitate changes in skeletal muscle energy demands.

Our RNAseq analysis also predicted significant ECM remodeling between 4 and 6 weeks of age. We found 63 of the genes within the extracellular matrix category (GO: 0044420) to be differentially expressed, a vast majority of them being downregulated at 6 weeks. The ECM has been shown to play an important role in the SC niche, regulating self-renewal and fate decisions (Thomas et al., 2015; Urciuolo et al., 2013). 

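Col6a1 (chromosome 10 of GRCm38, 76708792 to 76726168) encodes a chain of type VI collagen, the microfibrillar collagen around muscle fibers and satellite cells. In gastrocnemius it was at 132 ± 13.8 CPM at 4 weeks, 92.3 ± 7.24 at 6 weeks (SD, n = 2 each) and 78.1 ± 11.3 at 8 weeks (SD, n = 3). By edgeR its log2 fold change from 4 weeks was −0.52 (standard error 0.140, adjusted p = 0.0490) at 6 weeks and −0.76 (standard error 0.126, adjusted p = 0.00254) at 8 weeks. Between 6 and 8 weeks it was −0.24, adjusted p = 0.479. The other chains, Col6a2 (chromosome 10 of GRCm38, 76595762 to 76623630) and Col6a3 (chromosome 1 of GRCm38, 90765923 to 90843971), fell with it at 6 weeks (−0.48, adjusted p = 0.0203 and −0.54, adjusted p = 0.0108). Col6a3 was at 218 ± 1.11 CPM at 4 weeks, 150 ± 5.60 at 6 weeks (SD, n = 2 each) and 124 ± 1.68 at 8 weeks (SD, n = 3). For Col6a1 at 6 weeks the authors' deposited table gives −0.47 with an adjusted p of 0.0175. Satellite cell transcripts at 8 against 4 weeks included Myog, a regulator of differentiation (−2.03, adjusted p = 0.000975), and Vcam1, an adhesion molecule of satellite and endothelial cells (−0.82, adjusted p = 0.00303). Of 24 genes of satellite cells and myogenic regulators, 8 were lower and 4 were higher by edgeR, and 4 were higher and 11 lower when adjusted over the list alone. Satellite cell genes had a median log2 fold change of −0.37 (camera adjusted p = 0.0138, and adjusted p = 0.327 with an estimated correlation). At 6 weeks the call on Col6a1 ended with DESeq2 size factors (adjusted p = 0.0532), upper quartile factors (adjusted p = 0.0511), library totals (adjusted p = 0.151) or limma-voom (adjusted p = 0.0522). It ended as well with no filter on low counts (adjusted p = 0.154) or the 10 genes with most counts left out (adjusted p = 0.0524), and with 4 weeks replicate 1 left out (adjusted p = 0.0952). The adjusted p was 0.302 without 4 weeks replicate 2, 0.317 and 0.115 without 6 weeks replicates 1 and 2, and 0.0609 without 8 weeks replicate 1. The calls on Col6a2 and Col6a3 at 6 weeks ended with library totals (adjusted p = 0.115 and 0.0590) and when any 1 of the 4-week and 6-week libraries was left out (adjusted p = 0.0669 to 0.182 and 0.0523 to 0.141), and that on Col6a2 with no filter (adjusted p = 0.0695). The call on Col6a1 at 8 against 4 weeks stood without any 1 library.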

Urciuolo et al. (2013) investigated the role of collagen VI in the SC niche and found *Col6a1*^−/−^ mice to have deficits in SC self-renewal, both *in vitro* and *in vivo*; consistent with this study and decreased SC activity, *Col6a1* was significantly downregulated at early adolescence/puberty onset. Overall, it appears that remodeling of the ECM during prepuberty coincides with changes in SC activity. Further study is warranted to determine how prepubertal modulations in ECM composition can alter SC fate decisions and skeletal muscle maturation.

Enumeration of Pax7-expressing SC number revealed no changes between prepuberty and early adolescence (Fig. 5C,D). Unexpectedly, we found a significant decrease in EDL and SOL SC number at 8 weeks, late adolescence/young adulthood. This is consistent with robust SC activity up to puberty onset and the establishment of adult SC pool size at late adolescence. In support, utilizing a Pax7nTnG reporter mouse, we found a significant contribution of SC-derived nGFP^+^ myonuclei to skeletal muscle up to puberty onset, with considerable drop-off thereafter (Fig. 6, Fig. S6). In comparison with fast-contracting EDL muscles, we observed a more prolonged contribution of SC-derived myonuclei to slow-contracting SOL muscles up to adulthood (12 weeks of age). Pawlikowsi et al. (2015) reported similar results using a slightly different strategy to indelibly label SCs. Upon inducible labeling of SCs at 4 weeks and examination of SC fate 2 weeks thereafter, this group found SC contribution based on the incorporation of a cytoplasmic reporter in myofibers. Furthermore, Pawlikowski et al. observed that the EDL muscle reached a steady state of SC fusion at a much earlier age (8 weeks) in comparison with SOL muscles (12 weeks). Whether this distinction is due to the intrinsic nature of the SCs or to the myofibers requires further study.

Our results indicate the onset of puberty as the pivotal point in the reduction of SC contribution to developing myofibers. Kim et al. (2016) demonstrated that the induction of sex hormones (both androgens and estrogens) can induce Notch signaling in juvenile cycling SCs, converting SCs to their adult quiescent state. Additionally, interfering with the induction of sex hormones (either surgically or pharmacologically) at 2 weeks of age resulted in prolonged cycling and delayed entry into quiescence. Notch signaling has proven to be crucial for maintaining SC quiescence throughout adulthood. Postnatal SC-specific disruption of the Notch effector RBP-Jκ leads to loss of SCs owing to premature terminal differentiation (Bjornson et al., 2012; Mourikis et al., 2012). Therefore, a decrease in the contribution of SC-derived progenitors to skeletal muscle growth is likely to be linked to the induction of sex hormones and regulation of Notch signaling. Indeed, castration of adult mice leads to disruption of SC quiescence and an increased requirement for SC-derived progenitor-mediated skeletal muscle maintenance (Klose et al., 2018).

SC depletion studies have demonstrated the indispensable nature of SCs in muscle regeneration (Lepper et al., 2011; Murphy et al., 2011; Relaix and Zammit, 2012). Additionally, SC ablation has been shown to prevent myofiber hypertrophy in models of functional overload and to promote denervation and age-related myofiber atrophy, in some but not all muscles (Egner et al., 2016; Fry et al., 2015; Keefe et al., 2015; Liu et al., 2017, 2015; McCarthy et al., 2011). However, there was yet to be a study targeting SCs during prepuberty or early adolescence (3-6 weeks). We found significant deficits in myofiber size and myonuclear content in both EDL and SOL muscles 4 weeks after prepubertal SC depletion (Fig. 7, Fig. S8). The extent of these declines was similar. Therefore, the effects of prepubertal SC depletion on myofiber size were likely to be a consequence of myonuclear loss. In contrast, SC depletion well into adulthood leads to EDL myofiber atrophy and loss of myonuclei over a protracted period of time, whereas other muscles, such as the SOL, demonstrate modest, if any, phenotypes (Fry et al., 2015; Keefe et al., 2015; Liu et al., 2017). Although technical variations, including the timing and extent of SC depletion and myofiber examination methods, may explain some of these discrepancies, prepubertal SC depletion clearly has a more immediate impact on the morphology and function of distinct skeletal muscles.

In addition to deficits in myofiber CSA and myonuclear number, prepubertal SC depletion led to a reduction in intrinsic skeletal muscle force generation (Fig. 9, Fig. S10). During postnatal growth, increases in skeletal muscle force are associated with increased bone strength (Fricke and Schoenau, 2007; Rauch et al., 2004; Schoenau and Frost, 2002). We observed a non-significant trend toward decreased bone strength upon prepubertal SC depletion (Fig. S11). One possibility explaining the minimal decreases in bone strength could be that declines in skeletal muscle force are simply not severe enough. Another possibility is that reductions in bone strength, due to loss of myofiber size and myonuclei, may take a longer time to manifest.

Although prepubertal SC depletion impaired myofiber hypertrophic growth, myonuclear number and skeletal muscle function, this was not associated with any obvious disruption in NMJ integrity (Fig. S9). Similar to SC depletion in aging and androgen-deprived skeletal muscles, NMJ disruptions upon prepubertal SC depletion may require a longer period of time to appear (Klose et al., 2018; Liu et al., 2017). Alternatively, the timing of SC depletion may be a factor. Previous work has shown that the mid portions of myofibers demonstrate rudimentary forms of endplate specialization during embryonic and early postnatal growth, even when deprived of neural inputs (Lin et al., 2001; Liu and Chakkalakal, 2018). These data suggest that embryonic and early postnatal myofibers may have intrinsic programs for rudimentary NMJ formation. Immature myofibers have been observed to grow out from the center, possibly by the addition of myonuclei to their ends (Wang et al., 2010; Zhang and McLennan, 1995). Therefore, SC depletion that targets the addition of myonuclei at earlier stages may lead to more immediate NMJ disruptions at more primitive myofiber sites.

Heterogeneity exists among the SC population, with the potential for long-term renewal based on *Pax7* and *Myf5* expression (Kuang et al., 2007; Rocheteau et al., 2012). Additionally, all SCs do not contribute equally during postnatal growth, as label-retaining populations contribute less vigorously (Chakkalakal et al., 2014; Schultz, 1996). It will be important to identify more accurately these subpopulations and assess their role during prepubertal growth. It is possible that certain populations are more susceptible to insults during this time of development (Mozdiak et al., 1997). Our findings uncover the importance of progenitor-based skeletal muscle growth and maturation during prepuberty. The potential to mimic the raw, untamed power of juvenile SCs could prove to have important therapeutic benefits in both disease and aging.

## MATERIALS AND METHODS

### Animals

Wild-type C57BL/6J, *Pax7^CreERT2^* (017763), *Rosa26^nTnG^* (023035) and *Rosa26^DTA^* (009669) mice were obtained from Jackson Laboratories. *Rosa26^nTnG^* and *Rosa26^DTA^* were crossed with *Pax7^CreERT2^* mice to generate *Pax7^CreER/+^*; *Rosa26^nTnG/+^* (P7nTnG) (Liu et al., 2017; Prigge et al., 2013), *Pax7^CreER/+^*; *Rosa26^DTA/+^* (P7DTA) (Klose et al., 2018; Liu et al., 2017, 2015; Murphy et al., 2011), and control CreER-negative (Ctl) littermates. All mice used in this study were male. Tamoxifen (Sigma-Aldrich, T5648) was administered via intraperitoneal injection at a dose of 2.0 mg/day three times (every other day) to induce Cre recombination during juvenile and adolescent ages (4, 6 and 8 weeks). All animal procedures were conducted in accordance with institutional guidelines approved by the University Committee on Animal Resources, University of Rochester Medical Center.

### Antibodies

The following antibodies were used: Pax7 [mouse IgG1, 1:100, Developmental Studies Hybridoma Bank (DSHB)], laminin (rabbit, 1:1500, Sigma-Aldrich, L9393; rat, 1:1500, Sigma-Aldrich, L0663), GFP (rabbit, 1:400, Millipore AB3030P), BA-D5 (MyHC-I, mouse IgG2b, 1:40, DSHB), SC-71 (MyHC-IIA, mouse IgG1, 1:40, DSHB), BF-F3 (MyHC-IIB, mouse IgM, 1:40, DSHB), SV2 (synaptic vesicle protein-2, mouse IgG1, 1:100, DSHB), Znp-1 (synaptotagmin-2, mouse IgG2a, 1:200, DSHB), 2H3 (neurofilament, mouse IgG1, 1:200, DSHB), Alexa Fluor 488-conjugated α-bungarotoxin (1:1000, Thermo Fisher Scientific, B-13422), Alexa Fluor 405-conjugated goat anti-mouse IgG2b (1:1500, Thermo Fisher Scientific, A-21141), Alexa Fluor 488-conjugated goat anti-mouse IgM (1:1500, Thermo Fisher Scientific, A-21042), Alexa Fluor 594-conjugated goat anti-mouse IgG1 (1:1500, Thermo Fisher Scientific, A-21125), DAPI (1:3000), Alexa Fluor 488-conjugated goat anti-rabbit IgG (1:1500, Thermo Fisher Scientific, A-32731).

### Immunofluorescence (IF)

Muscles were dissected and incubated in 30% sucrose overnight at 4°C. Muscles were embedded in OCT (Tissue Tek) and flash frozen using dry-ice-cooled isopentane. Muscles were cryosectioned at 10 or 30 μm, for transverse or longitudinal sections, respectively. Muscle sections were fixed in 4% paraformaldehyde (PFA) for 3 min, if necessary (no PFA fixation for MyHC antibodies). Sections were permeabilized with PBS-T (0.2% Triton X-100 in PBS) for 10 min, blocked in 10% normal goat serum (NGS, Jackson ImmunoResearch) for 30 min at room temperature, and primary antibodies applied. If a mouse primary antibody was used, sections were blocked in 3% AffiniPure Fab fragment goat anti-mouse IgG (H+L) (Jackson ImmunoResearch) with 2% NGS in PBS at room temperature for 1 h. Primary antibody incubation in 2% NGS/PBS was performed at 4°C overnight. Secondary antibody incubation in 2% NGS/PBS was carried out at room temperature for 1 h. DAPI staining was utilized to label myonuclei. All slides were mounted with Fluoromount-G (SouthernBiotech). Sections were imaged using a Zeiss Axio Observer A.1 microscope (Liu et al., 2017, 2015; Paris et al., 2016).

### Fixed single fiber analysis

For single myofiber size and myonuclear analysis, whole limbs were fixed in 4% PFA for 48 h prior to muscle dissection. Fixed muscles were incubated in 40% NaOH for 2 h to induce dissociation (Brack et al., 2005; Liu et al., 2017). Single myofibers were gently titrated and washed in PBS prior to staining with DAPI.

### RNA isolation and RT-qPCR

Muscles were flash frozen in Trizol (Ambion) at dissection. Tissue was then homogenized using a Bullet Blender Gold (Nextadvance BB24-AU). RNA was isolated using an RNeasy Plus Mini Kit (Qiagen) following manufacturer's instructions. cDNA was synthesized using 500 or 1000 ng of RNA (from EDL/SOL or gastrocnemius, respectively) using qScript cDNA SuperMix (QuantaBio). RT-qPCR was performed on a Step One Plus Real Time PCR machine (Applied Biosystems) using PerfeCTa SYBR Green FastMix (QuantaBio). All reactions utilized the following thermal cycler conditions: 50°C for 2 min, 95°C for 2 min, 40 cycles of a two-step reaction, denaturation at 95°C for 15 s, and annealing at 60°C for 30 s. Experiments were standardized to *Gapdh*. Primers are provided in Table S3.

### RNAseq library construction

Total RNA concentration was determined with the NanoDrop 1000 spectrophotometer (NanoDrop) and RNA quality was assessed with the Agilent Bioanalyzer. Illumina compatible library construction was performed using the TruSeq Total Stranded RNA Sample Preparation Kit (Illumina) following manufacturer's protocols. Briefly, rRNA was depleted from 200 ng total RNA with RiboZero magnetic beads. Residual RNA, depleted of rRNA, was chemically fragmented following manufacturer's recommendation. First-strand cDNA synthesis was performed using random hexamer priming followed by second-strand cDNA synthesis using dUTP. End repair and 3′ adenylation was performed on the double-stranded cDNA. Illumina adaptors were ligated to both ends of the cDNA, purified by gel electrophoresis and amplified with PCR primers specific to the adaptor sequences to generate amplicons of approximately 200-500 bp in size. The amplified libraries were hybridized to the Illumina single-end flow cell and amplified using the cBot (Illumina). Approximately, 40 million single-end reads of 100 nt were generated for each sample.

### NGS data processing and alignment

Raw reads generated from the Illumina HiSeq2500 sequencer were demultiplexed using bcl2fastq version 2.19.0. Quality filtering and adapter removal are performed using Trimmomatic version 0.36 with the following parameters: ‘TRAILING:13 LEADING:13 ILLUMINACLIP:adapters.fasta:2:30:10 SLIDINGWINDOW:4:20 MINLEN:15’ Processed/cleaned reads were then mapped to the *Mus musculus* reference sequence (GRCm38.p5) with STAR_2.5.2b with the following parameters: ‘—twopassMode Basic —runMode alignReads —genomeDir ${GENOME} —readFilesIn ${SAMPLE} —outSAMtype BAM SortedByCoordinate —outSAMstrandField intronMotif —outFilterIntronMotifs RemoveNoncanonical’. Read counts per gene were derived in a strand-specific manner using featureCounts from the subread-1.5.03 package with the following parameters: ‘-s 2–t exon –g gene_name’. Differential expression analysis and data normalization was performed using DESeq2-1.14.1 with an adjusted *P*-value threshold of 0.05 within an R v3.3.2 environment.

### Quantification of myofiber-type composition

Myofiber-type percentage of EDL and SOL was determined using an ImageJ plug-in (Liu et al., 2017). The plug-in is available at https://github.com/aidistan/ij-fibersize.

### *Ex vivo* muscle force generation assay

Muscle force generation capacity was analyzed in EDL and SOL muscles using an ASI muscle contraction system (Aurora Scientific) (Klose et al., 2018; Liu et al., 2017, 2015; Wei-Lapierre et al., 2013). Mice were anesthetized by ketamine (88 mg/kg) and xylazine (8 mg/kg) injection, and the TA muscle was removed. EDL and SOL were dissected, adjusted to optimal length (L_o_), and tested at different frequencies to determine absolute force values. Muscle force was recorded and analyzed using Dynamic Muscle Control and GraphPad Prism software. Cross-sectional area was calculated using the equation of cross-sectional area=muscle mass/[muscle density (1.06 g/cm^3^)×optimal fiber length (0.44×L_o_)] (Hakim et al., 2011).

### Confocal IF microscopy and NMJ analysis

Longitudinal sections were sectioned at 30 μm and stained with fluorescently conjugated α-bungarotoxin and antibodies for synaptic vesicle protein 2 (SV2), synaptotagmin-2 (Znp-1) and neurofilament (2H3) to label acetylcholine receptor and nerve terminals, respectively (Liu et al., 2017, 2015). Sections were observed on an Olympus Fluoview 1000 confocal microscope with 60× objective at a 1.0-μm step-size to determine innervation status.

### Bone microCT and biomechanical testing

Following sacrifice, the tibia was isolated and cleaned of excess soft tissue. Tibias were stored at 4°C in PBS overnight, prior to micro-computed tomography (microCT) and biomechanical testing. For microCT, tibias were imaged using a VivaCT 40 tomograph (Scanco Medical). Scanco analysis software was utilized for volume quantification. Trabecular bone versus total volume (BV/TV), cortical bone versus total volume (BV/TV), trabecular thickness and cortical thickness, were determined for tibias. For biomechanical testing, tibias were subjected to torsional testing. The ends of the tibias were cemented (Bosworth Company) in aluminium tube holders and tested using an EnduraTec TestBench system (Bose Corporation). The tibias were tested in torsion until failure at a rate of 1 deg/sec.

### Data analysis

Myofiber CSA was determined using ImageJ software. The diameter of the fiber was measured at three points along the fiber to get an average cross-sectional area. Myonuclear number was calculated per millimeter length (MN/mm) in the center portion of the myofiber. Myonuclear domain was calculated by dividing myofiber volume [myofiber length (per mm) multiplied by average CSA] by number of myonuclei (per mm). Heat maps were generated using the R package ‘pheatmap’. Results are presented as mean±s.e.m. Statistical significance was determined using Student's *t*-tests for single comparisons and one and two-way ANOVA for multiple comparisons with GraphPad Prism software. *P*<0.05 was considered significant (*P<0.05, **P<0.01, ***P<0.001, ****P<0.0001).

## Supplementary Material

Supplementary information

# Supplementary material for: Prepubertal skeletal muscle growth requires Pax7-expressing satellite cell-derived myonuclear contribution
**Source:** Development. 2018 Oct 25;145(20):dev167197. doi: 10.1242/dev.167197
**Supplement:** Supplementary information

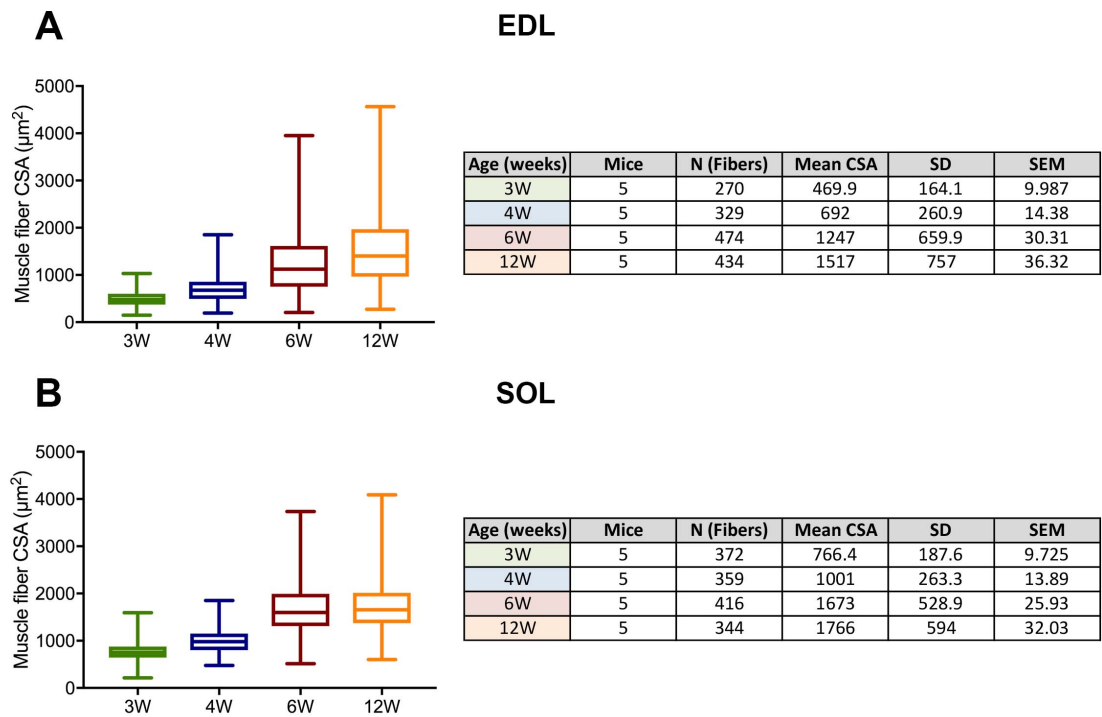

Figure S1. EDL and SOL CSA statistics and box plots

(A and B) Statistics and box plots of EDL (A) and SOL (B) CSA for 3, 4, 6, and 12-week time points.

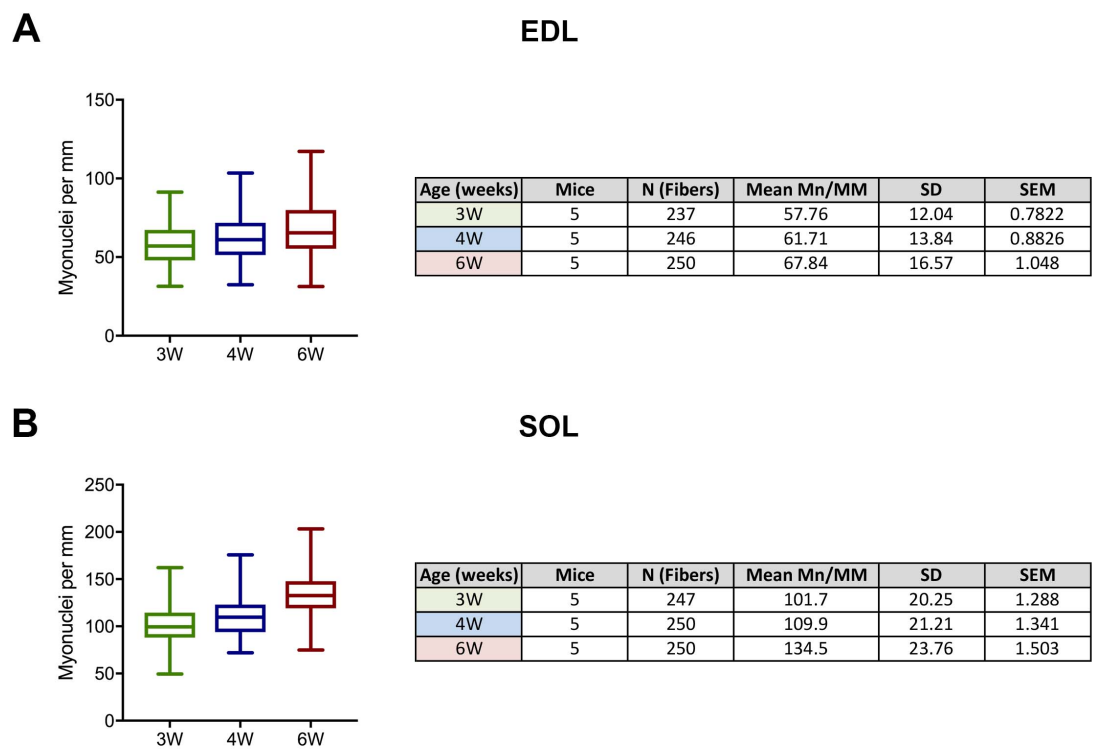

Figure S2. EDL and SOL myonuclear number statistics and box plots.

(A and B) Statistics and box plots of EDL (A) and SOL (B) myonuclear number (per mm) for 3, 4, and 6-week time points.

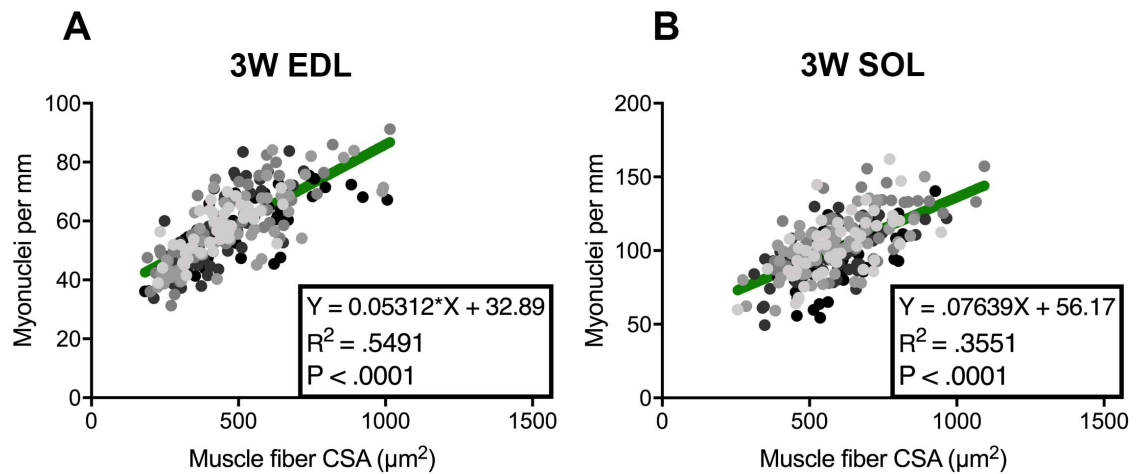

Figure S3. Myonuclear number correlation to CSA at three weeks of age

(A and B) Linear regression analysis displaying correlation between CSA and myonuclear content at 3 week in EDL (A) and SOL (B). Each circle is one myofiber. N= 5 mice. EDL- 237 myofibers and SOL- 250 myofibers.

A

ECM 6W vs 4W	
Upregulated	Cst3, Mr1, Thrb, Crispd2, Lama5, Prelp, Ecm1, Nav2, Myoc, Lamc3, Col7a1
Downregulated	Postn, Cthrc1, Mfap4, Fbn2, Col2a1, Col11a1, Lox, Col12a1, Acan, Col8a2, Timp1, Col8a1, Eln<br>Col1a2, Col14a1, Mmp16, Mfap2, Igf1, Aspn, Olfml2b, Tnc, Col1a1, Matn2, Vcan, Loxl2, Pxdn<br>Mfap5, Col3a1, Frem1, Sparc, Cilp, Anxa2, Bgn, Col5a2, Fbn1, Adamts12, Mgp, Itga6, Col6a3<br>Col4a, Adamts9, Lamb1, Col6a1, Lama4, Col6a2, Thbs4, Sparcl1, Calr, Col4a2, Nid1, Col15a1, Itgb1

Calcium Signalling 6W vs 4W	
Upregulated	Crebbp, Hdac4, Grina, Hdac5, Ep300, Ryr1, Myh14
Downregulated	Actc1, Acta2, Myl9, Akap5, Casq2, Tpm4, Chrnbl, Casq1, Myl6, Calr, Asp6

AMPK Signalling 6W vs 4W	
Upregulated	Ppm1a, Gnas, Pfkfb1, Smarcd3, Prkaa2, Fgfr1, Eef2, Foxo3, Mtor, Pfkml, Tsc1, Ppm1l, Crebbp, Foxo1<br>Ulk1, Pik3cd, Acacb, Eef2k, Adra1a, Ep300, Tsc2
Downregulated	Ccna2, Ccnd1, Chrnbl

B

Biological Components GO	Ref List	#	Expected	Fold Enrichment	raw P value	FDR
Developmental process (GO:0032502)	5263	423	243.03	1.74	1.19E-33	9.23E-30
Cellular development process (GO:0048869)	3647	290	168.41	1.72	2.26E-20	1.94E-17
Muscle structure development (GO:0061061)	465	65	21.47	3.03	9.08E-14	2.99E-11
Muscle system process (GO:003012)	225	32	10.39	3.08	1.30E-07	1.06E-05
Skeletal muscle tissue development (GO:0007519)	135	23	6.23	3.69	4.82E-07	3.48E-05
Regulation of muscle adaptation (GO: 0043502)	94	18	4.34	4.15	1.96E-06	1.21E-04

Molecular Function GO	Ref List	#	Expected	Fold Enrichment	raw P value	FDR
Calcium ion binding (GO:0005509)	591	74	27.29	2.71	3.13E-13	1.78E-10
ECM structural constituent (GO:0005201)	56	21	2.59	8.12	1.08E-11	4.09E-09
Integrin binding (GO:0005178)	119	28	5.5	5.1	5.24E-11	1.59E-08
ECM binding (GO:0050840)	60	14	2.77	5.05	3.74E-06	5.87E-04

Cellular Components GO	Ref List	#	Expected	Fold Enrichment	raw P value	FDR
ECM (GO:0044420)	313	63	14.45	4.36	4.59E-20	9.92E-18
ECM component (GO:0044420)	57	20	2.63	7.6	8.84E-11	5.73E-09
Collagen trimer (GO:0005581)	82	24	3.79	6.34	2.81E-11	2.10E-09
Sarcoplasm (GO:0016528)	73	15	3.37	4.45	6.57E-06	2.17E-04
Fibrillar collagen trimer (GO:0005583)	12	6	0.55	10.83	8.56E-05	2.06E-03
Neuromuscular junction (GO:0031594)	73	11	3.37	3.26	1.14E-03	2.02E-02

Figure S4. Relevant differentially expressed genes and GO pathways related to RNA Seq

(A) Up and downregulated genes (at 6 vs 4-week) in Extracellular matrix (GO: 0044420), AMPK Signalling, and Calcium Signaling pathways. DeSeq2 files provided in Supplemental File 2.

(B) Enriched GO terms relevant to muscle development (6 vs 4-week).

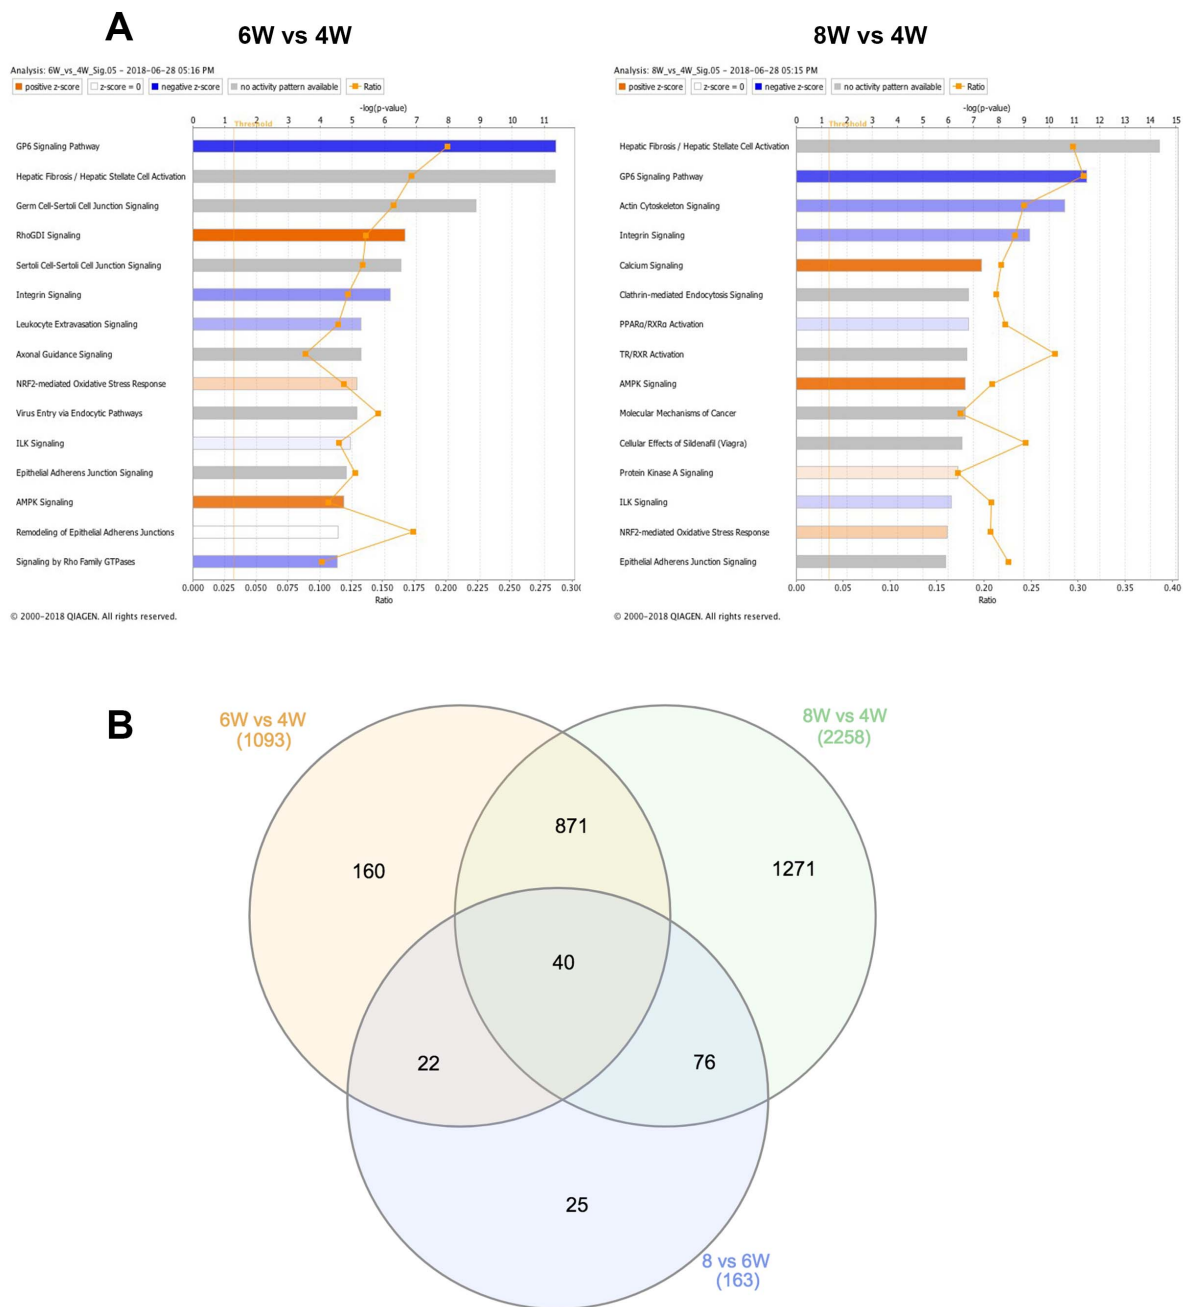

Figure S5. IPA Pathway analysis and Venn diagram related to RNA Seq

(A) Top 15 canonical pathways from IPA analysis of 6 vs 4-week and 8 vs 4-week gastrocnemius muscle. IPA pathway analysis is provided in Supplemental File 2.

(B) Venn diagram displaying differential genes expression at 6 vs 4-week (1093 DE genes), 8 vs 4-week (2258 DE genes), and 8 vs 6-week (163 DE genes) time points.

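Counted by edgeR, 901 genes differed at both 6 and 8 weeks from 4 weeks and not between 6 and 8 weeks, among them Loxl2, Myh3 and Ryr1. Another 1841 differed at 8 against 4 weeks alone, such as Myog, Fabp3 and Cacna1s. At 6 against 4 weeks alone 159 differed, such as the integrins Itga3 and Itga6 and the clock gene Per1 (0.60, adjusted p = 0.0302). With 1 library left out these counts were 32 to 1099, 723 to 2355 and 3 to 482, and the last was 639 with only the 2 ages compared and 435 with a replicate block. The call on Per1 ended when any 1 of the 4-week and 6-week libraries was left out (adjusted p = 0.0634 to 0.206). All 3 comparisons called 7 genes, Ddit4, H19, Kcne1l and Pdzrn3 among them. A further 14 differed at 8 weeks from both younger ages, including Rhob, Errfi1 and Gadd45g. At 6 weeks 3 differed from both other ages, including Muc4, a membrane mucin, and 2 differed between 6 and 8 weeks alone, including Klf2. With 1 library left out these 4 counts were 1 to 19, 5 to 50, 0 to 17 and 0 to 11. Muc4 did not pass at 6 against 4 weeks when either 4-week library or 6 weeks replicate 1 was left out (adjusted p = 0.0600 to 0.111). Muc4 was at 1.01 ± 0.0341 CPM at 4 weeks, 2.53 ± 0.0943 at 6 weeks (SD, n = 2 each) and 0.934 ± 0.210 at 8 weeks (SD, n = 3).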

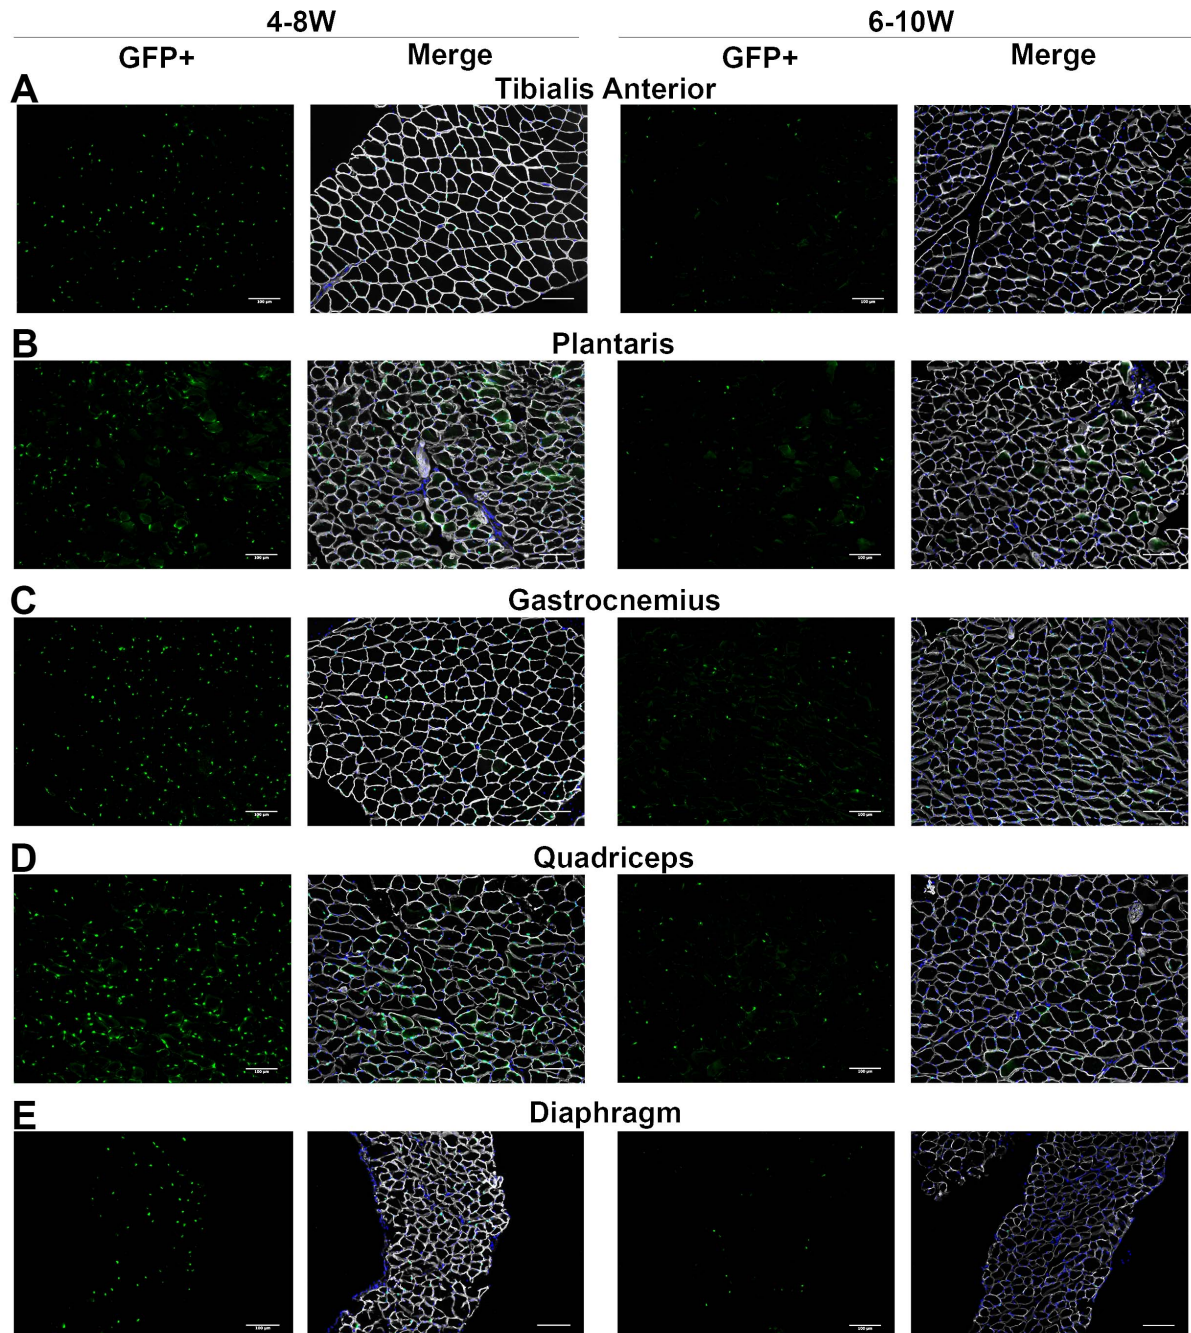

Figure S6. SC contribution to various muscles during prepubertal growth

(A-E) Representative cross-sections of 4-8 and 6-10-week tibialis anterior (A), plantaris (B), gastrocnemius (C), quadriceps (D), and diaphragm (E) muscles following tamoxifen injection (at 4 or 6 weeks) to label SCs and derived myonuclei. Sectioned are stained with GFP (green), DAPI (blue), and laminin (white). Scale bar, 100 μm.

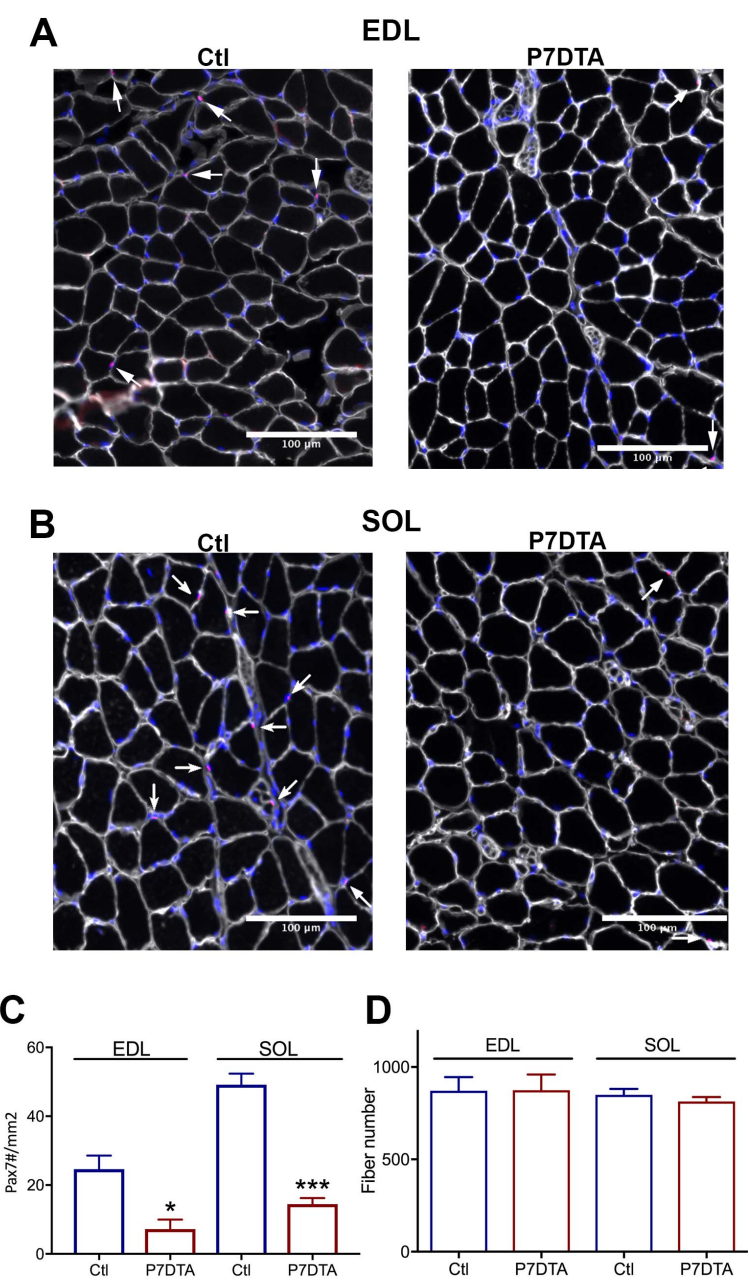

Figure S7. Significant SC depletion following prepubertal tamoxifen administration

(A and B) Representative Ctl and P7DTA cross-sections for EDL (A) and SOL (B) stained with Pax7 (satellite cells, arrows), DAPI (blue), and laminin (white). Scale bar, 100 μ m.

(C) Quantification of Pax7+ SC number in 4W-P7DTA and Ctl EDL and SOL muscles. N= 4 mice per group for EDL and 3-4 per group for SOL. Unpaired t-test.

(D) Quantification of number of fibers per section in P7DTA and Ctl EDL and SOL muscles. N= 5-6 mice per group for EDL and 3-4 per group for SOL.

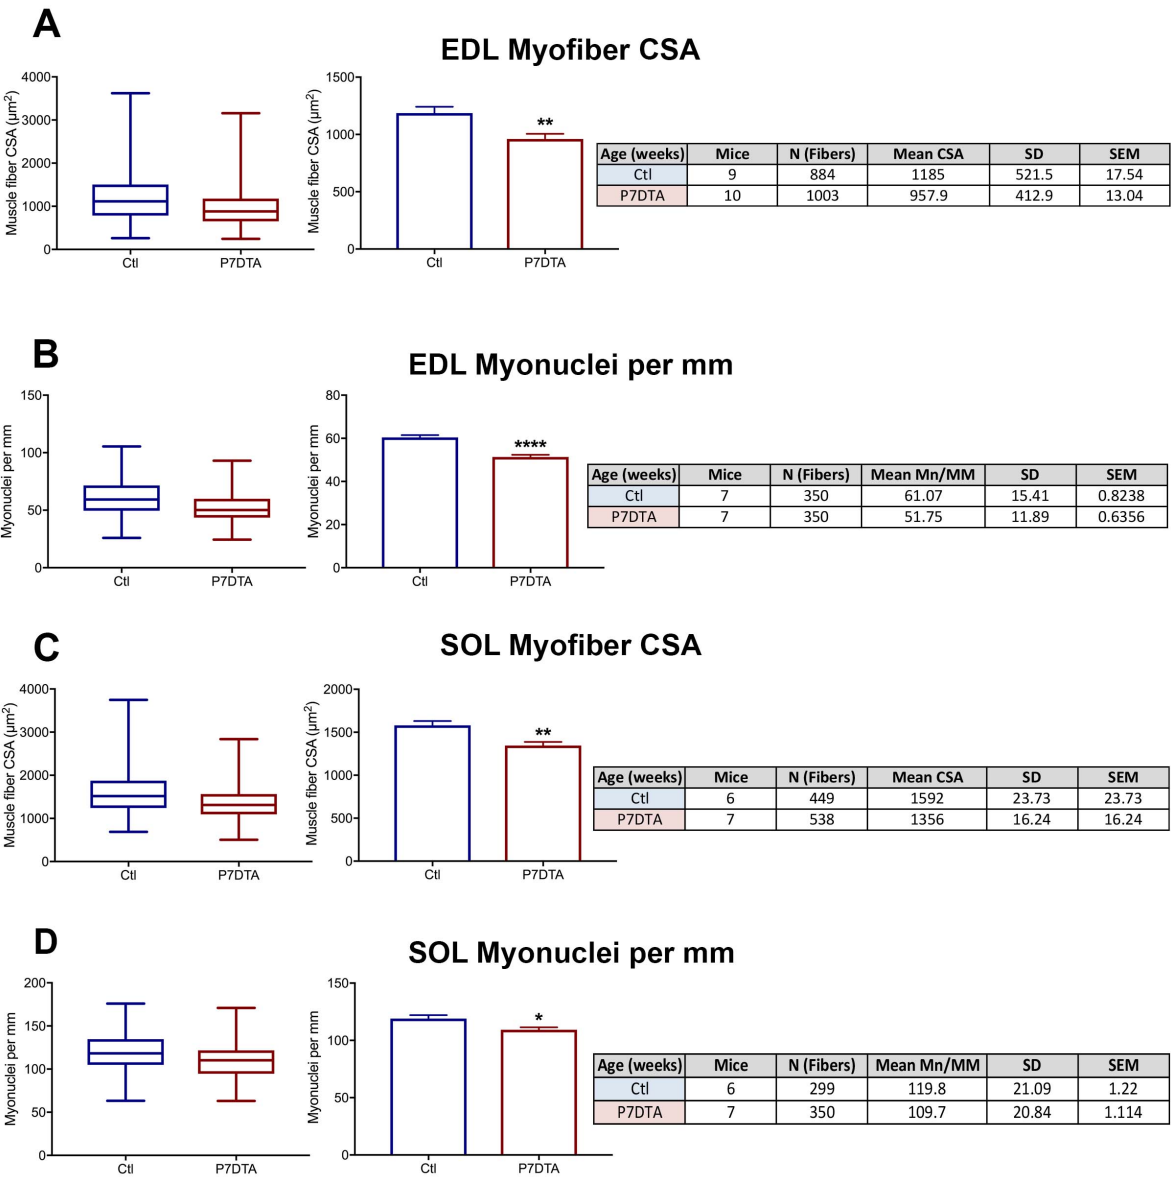

Figure S8. Control vs P7DTA myofiber CSA and myonuclear number statistics (A)

Statistics, box plot, and bar graph for Ctl vs P7DTA EDL myofiber CSA. Unpaired t-test.

(B) Statistics, box plot, and bar graph for Ctl vs P7DTA EDL myonuclear number (Mn/mm). Unpaired t-test.

(C) Statistics, box plot, and bar graph for Ctl vs P7DTA SOL myofiber CSA. Unpaired t-test.

(D) Statistics, box plot, and bar graph for Ctl vs P7DTA SOL myonuclear number. Unpaired t-test.

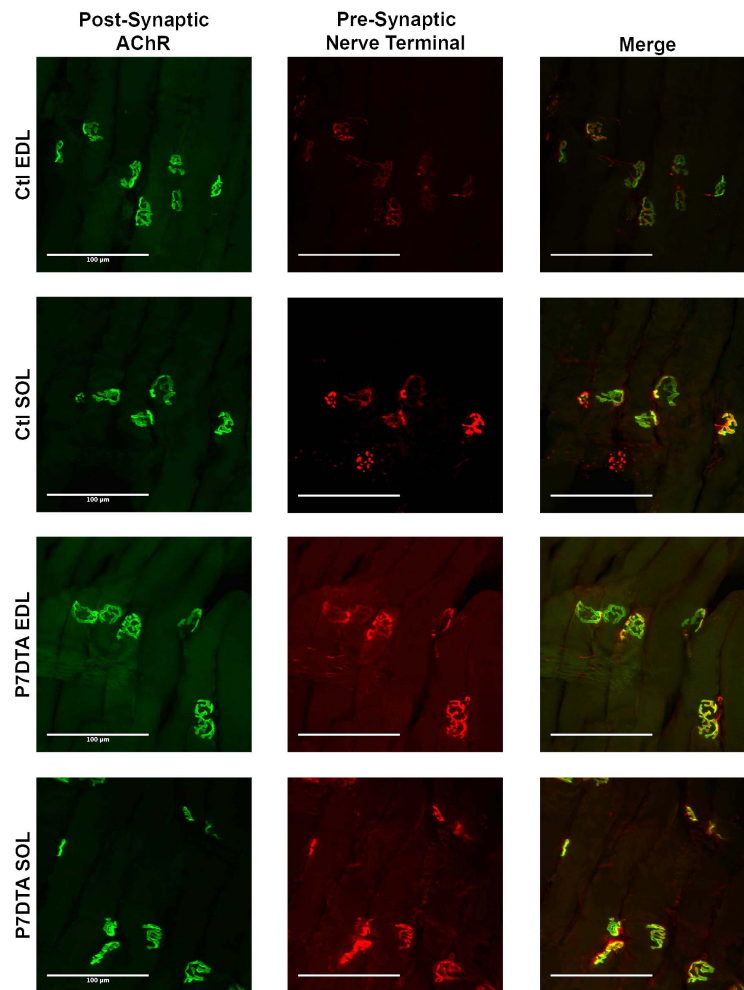

Figure S9. No change in NMJ innervation-integrity with prepubertal SC ablation

(A) Representative images of Ctl and P7DTA neuromuscular junctions in EDL and SOL muscles. Stained for post-synaptic acetylcholine receptor (labeled with Btx, green) and presynaptic nerve terminal (SV2, Syt-2, neurofilament, red). Scale bar, 100 μm . N=1 mouse per group.

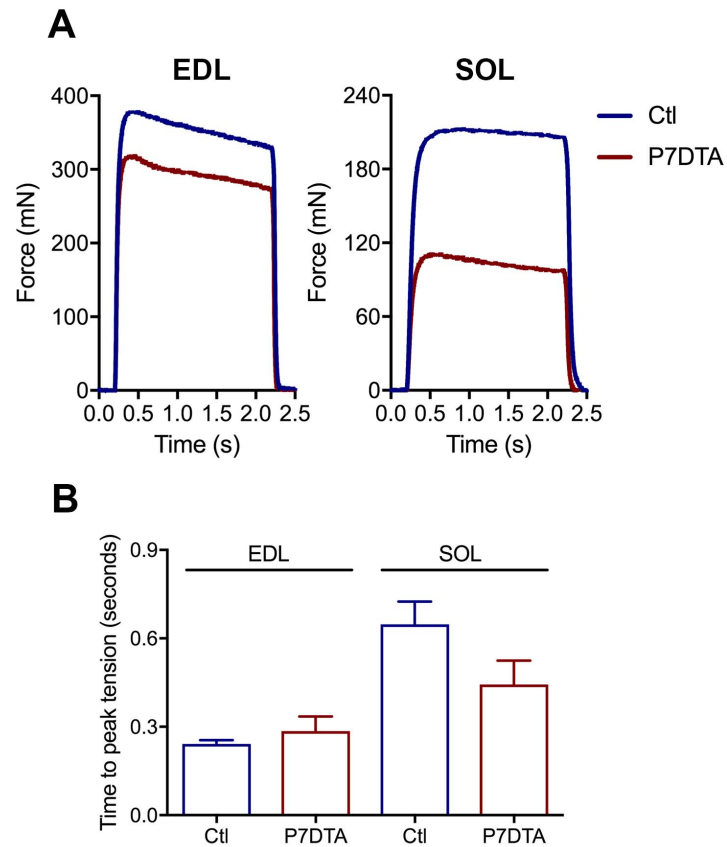

Figure S10. Prepubertal SC ablation results in force generation deficits

(A) Force traces for Ctl and 4W-P7DTA EDL and SOL. Relevant to Figure 9B,C.

(B) Time to peak tension for 4W-P7DTA and Ctl EDL and SOL. Relevant to Figure 9B,C.

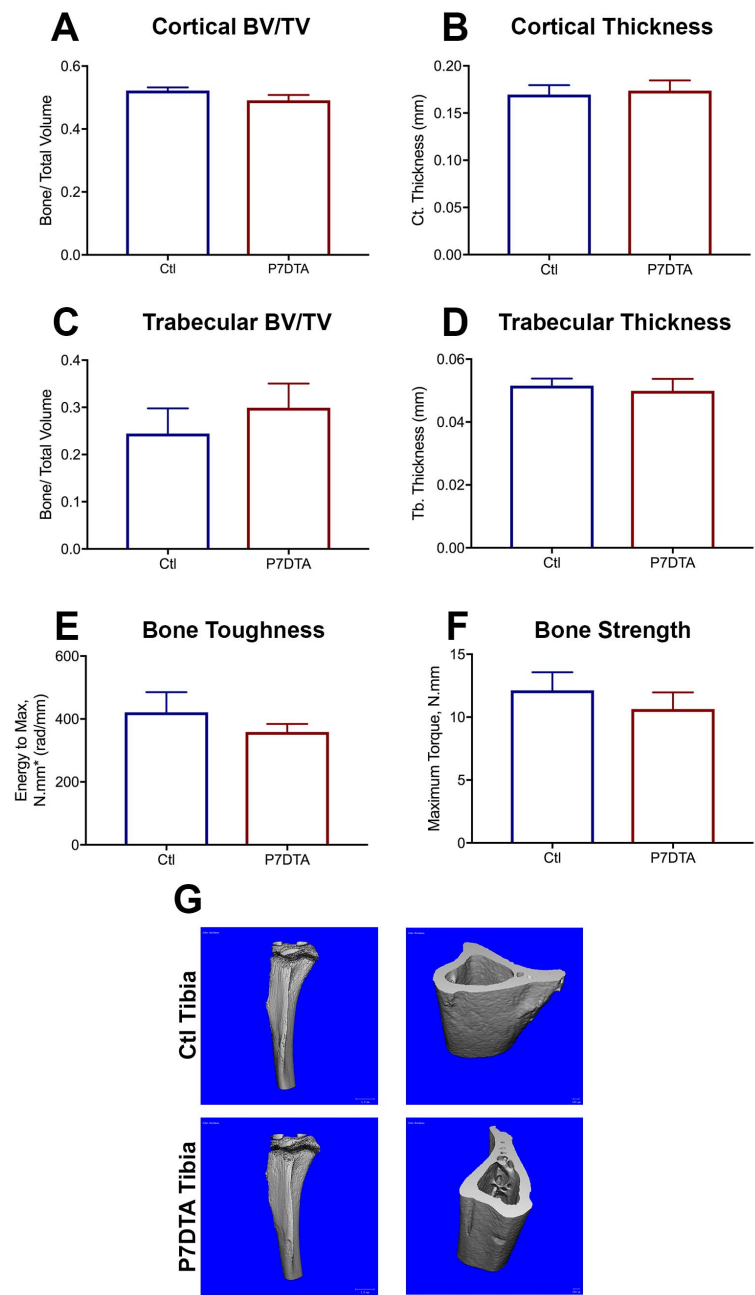

Figure S11. No change in tibial architecture or strength with prepubertal SC ablation

(A and B) MicroCT quantitative analysis of tibial cortical bone volume (A) and thickness (B) for Ctl and P7DTA tibias. Cortical bone was analyzed at a 2 mm long section centered at the midshaft of the tibia. N= 4-5 mice per group.

(C and D) MicroCT quantitative analysis for tibial trabecular bone volume (C) and thickness (D). N= 4-5 mice per group

(E and F) Biomechanical torsion testing Ctl and P7DTA tibias. Quantitative analysis of bone toughness and bone strength. N= 4-5 mice per group

(G) Representative microCT images of Ctl and P7DTA tibias.

Table S1. Statistics related to Figures 1 and 2

[Click here to Download Table S1](#)

Table S2. DeSeq2, GO terms, and IPA analysis related to RNA Seq (Fig. 4)

[Click here to Download Table S2](#)

Table S3

qPCR primer list

		**Sequence (5'→3')**
Gapdh	Forward primer	AGGTCGGTGTGAACGGATTTG
	Reverse primer	TGTAGACCATGTACTTGACCTC
Col1a2	Forward primer	TTCTGTGGGTCCTGCTGGGAAA
	Reverse primer	TTGTCACCTCGGATGCCTTGAG
Col3a1	Forward primer	ACGTAGATGAATTGGGATGCAG
	Reverse primer	GGGTTGGGGCAGTCTAGTG
Col6a2	Forward primer	AAGGCCCCATTGGATTCCC
	Reverse primer	CTCCCTTCCGACCATCCGAT
Col11a1	Forward primer	AGGTGGAAAACGAAACGGTG
	Reverse primer	GGAAGAGAAAAGTCAAGGCGA
Hdac4	Forward primer	CACTGCATTTCCAGCGATCC
	Reverse primer	AAGACGGGGTGGTTGTAGG
Loxl2	Forward primer	ATTAACCCCAACTATGAAGTGCC
	Reverse primer	CTGTCTCCTCACTGAAGGCTC

How the deposited data were processed for this re-analysis (not part of the article)

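RNA-seq of gastrocnemius muscle from male C57BL/6J mice was used: 2 libraries at 4 weeks, 2 at 6 weeks and 3 at 8 weeks, each from 1 mouse. The authors trimmed the reads, aligned them to GRCm38 with STAR and counted them per gene name with featureCounts, and the deposited counts are the values used for all tests here. The authors compared ages with DESeq2 and deposited, for each comparison, a log2 fold change and an adjusted p-value per gene, which were used only beside the values computed here and as 1 alternative. From an enrichment program the authors also deposited, per pathway, a −log10 p-value, a score of direction and the molecules behind it, of which the −log10 p-value, its rank and the molecules were used. The normalized signal values that the authors deposited are their counts divided by 1 size factor per library, and were checked against the counts but not used.

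The depth was 30836057 to 41784144 counts per library over 49568 gene symbols. The share taken by the mitochondrial ribosomal RNA mt-Rnr2 was 25.1% to 37.4%. With 4 residual degrees of freedom and a common dispersion of 0.0141 most changes of 1.5-fold and some of 2-fold are missed. In simulated data 18.5% to 31.3% of 1.5-fold changes and 66.2% to 84.6% of 2-fold changes were found, depending on the ages compared. A total of 26 symbols had been turned into dates and no longer name a gene, of which 21 were tested; they hold 0.0532% of the counts and are not named here.

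Counts were analyzed in R 4.3.3 with edgeR 4.0.16: genes with enough counts (filterByExpr, minimum count 10; 14976 genes), TMM factors, and the quasi-likelihood F test in 1 model with a mean for each age. The comparisons were 6 against 4 weeks, 8 against 4 weeks, 8 against 6 weeks, and the change from 4 to 6 weeks minus the change from 6 to 8 weeks. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05, and for a gene list also over the list alone. The standard error of a log2 fold change is its size divided by the square root of F. CPM, counts relative to the library total, use the TMM factors, and log2 values of single libraries a prior count of 2. Gene lists were tested with camera of limma 3.58.1 on log2 CPM, with a preset correlation of 0.01 and again with an estimated correlation, adjusted over the 40 lists. DESeq2 1.42.0 was run on the same counts with default settings as an alternative. Tables and figures were made in Python 3.11.15 with matplotlib 3.10.9. Gene coordinates are from the GENCODE annotation of GRCm38.

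Genes were named by a rule: the genes the paper names for RNAseq or RT-qPCR; in each comparison the 10 with the largest increase and the 10 with the largest decrease among those with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between ages; from each list up to 4 higher and 4 lower with the smallest p; and every member of lists of up to 12 genes and of the satellite cell and Notch lists. The values in the paper's own tables had been seen when this rule was written. Ttn and mt-Rnr2 and the genes Gm38034, Gm28783, Ifi205, Spsb1 and Tns2, which fall outside the rule, were chosen after their values were seen. Some genes that the rule covers are not reported here.

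The code was tested on simulated data. With a known change in some genes, the test at 6 against 4 weeks found 18.5%, 66.2% and 80.3% of genes changed 1.5-fold, 2-fold and 3-fold. Of its calls over 5 draws, 51 of 607 (8.4%) were on unchanged genes when each gene kept its own dispersion, and 29 of 644 (4.5%) when genes followed the dispersion trend. A list of 30 genes raised by 1.3-fold was called by camera (adjusted p = 4.0e-09), and 0 of 37 random lists were. Correlation between the genes of a list was not simulated. In the real libraries its estimate ranged from −0.0773 (cartilage and bone) to 0.922 (mitochondrially encoded mRNAs). The simulation therefore cannot show how often camera with a preset correlation makes false calls on lists of correlated genes. The overlap of the comparisons was set against 20 simulations with no difference between ages, and the position of the 6-week level against 20 simulations with the 6-week mice at the 4-week level.

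The alternatives were other scaling (DESeq2 size factors, upper quartile factors, library totals), other tests (DESeq2 Wald, limma-voom, robust edgeR), no filter on low counts, at least 10 counts in every library, the 10 genes with most counts left out, only the ages compared, a block for the replicate number, stricter thresholds, the authors' p-values over the genes kept here, and each library left out in turn. The removal of a trend with transcript length and GC content was added after the data were seen. Counts of satellite cells, fiber measurements and RT-qPCR values were not used here.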

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

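Of the tests weighed here, those on fibroblast markers, on the length and GC trend, on the place of 8 weeks replicate 2 and on the time of day were chosen only after results were seen. In 14 genes the change from 4 to 6 weeks differed from the change from 6 to 8 weeks by a direct test of the difference (edgeR, adjusted p under 0.05). The difference, on the log2 scale, was 3.94 for Ddit4 (adjusted p = 0.000261), 3.00 for Gm38034 (adjusted p = 0.0101), 2.82 for Gm28783 (adjusted p = 0.0333), 2.76 for Muc4 (adjusted p = 0.0333), 2.08 for Ifi205, an interferon-induced gene (adjusted p = 0.0333), 2.06 for Asb15, 1.97 for Tfcp2l1, 1.85 for Rhob (adjusted p = 0.0186), 1.67 for Spsb1 (adjusted p = 0.0353) and 1.17 for Tns2, a focal adhesion protein (adjusted p = 0.0391). It was −1.34 for Serpinh1, −1.38 for Pmp22 (adjusted p = 0.0425), −1.45 for Acta2 (adjusted p = 0.0294) and −2.61 for Tceal7. Ddit4, Muc4 and Rhob fell from 6 to 8 weeks, while Asb15, Tfcp2l1, Serpinh1, Acta2 and Tceal7 changed from 4 to 6 weeks and had an adjusted p over 0.05 after it. Both steps hold the 6-week libraries, so an error in these enters both with opposite sign.

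The same difference was found for 11 gene lists by camera. It was upward for immediate early and heat shock genes (adjusted p = 0.000122, and adjusted p = 0.861 with an estimated correlation), glucocorticoid, fasting and atrophy genes (adjusted p = 0.00188, and adjusted p = 0.861 with an estimated correlation), AMPK genes (adjusted p = 0.00725), the nuclear respiratory chain (adjusted p = 0.00725, and adjusted p = 0.868 with an estimated correlation) and slow fiber genes (adjusted p = 0.0225, and adjusted p = 0.868 with an estimated correlation). It was downward for cell cycle genes (adjusted p = 3.74e-09), Schwann cells and nerve (adjusted p = 0.000122, and adjusted p = 0.656 with an estimated correlation), collagen processing (adjusted p = 0.000727), imprinted growth genes (adjusted p = 0.00725, and adjusted p = 0.868 with an estimated correlation), erythroid cells (adjusted p = 0.0163, and adjusted p = 0.861 with an estimated correlation) and tenocytes (adjusted p = 0.0175, and adjusted p = 0.868 with an estimated correlation). For cell cycle, AMPK and collagen processing genes the adjusted p with an estimated correlation was 0.656, 0.861 and 0.861.

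A signal was also found at 8 against 4 weeks in gene groups that the paper's text on RNAseq does not discuss. Lower were 5 of 9 genes in the list of developmental contractile isoforms, which also holds Nes, Ncam1 and Ckb, 15 of 26 cell cycle genes, 15 of 20 imprinted growth genes and 5 of 6 erythroid genes (edgeR, adjusted p under 0.05). In addition 1 cell cycle and 1 imprinted gene were higher. With an estimated correlation none of the 40 lists passed by camera (adjusted p = 0.327 for the contractile, cell cycle and imprinted lists and 0.476 for the erythroid list).

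The 22 genes lower at 8 than at 6 weeks include Ddit4, Rhob and Klf2. They hold 2 of the 20 glucocorticoid, fasting and atrophy genes and none of the 21 immediate early and heat shock genes. Yet 11 of those 21 were lower when adjusted over the list alone. As a list the 21 had a median log2 fold change of −0.87 (camera adjusted p = 2.15e-08, and adjusted p = 0.590 with an estimated correlation). Those 22 were called with 8 weeks replicate 2, which lay near the 6-week mice over the immediate early list, in its group, so its place over them tests nothing. Over 56 genes that were lower when it was left out, it lay at a median position of 0.548 (0.424 to 0.671 by resampling genes, not mice). On this scale 0 is the 6-week mean and 1 the mean of the other 8-week libraries. For these genes a response to handling and a difference of age cannot be told apart. The trend of expression with GC content also set 8 weeks replicate 2 with the 6-week libraries. Its correlation was 0.301 there, 0.223 and 0.112 at 6 weeks, and −0.291 and −0.168 in 8 weeks replicates 1 and 3. With the length and GC trend removed, the 26 genes called at 8 against 6 weeks were all still called. A different time of day at sampling is argued against by the clock genes: evening genes minus morning genes differed between 8 and 6 weeks by 0.105 on the log2 scale (standard error 0.114), under the bound of 0.5 set for a shift. How each mouse was handled, and whether the 8-week mice, labeled as controls, were treated unlike the others, stays open.

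Of 11 fibrillar collagens 9 were lower at 8 than at 4 weeks (median log2 fold change of the 11 −1.45, 95% interval −1.71 to −0.652). A smaller share of fibroblasts could lower all of their genes alike, but the 15 fibroblast markers outside the matrix lists had a median of −0.357 (−0.453 to −0.195), less than the collagens. Both intervals come from resampling genes, not mice. Of all 18 fibroblast genes 6 were lower and 1 was higher by edgeR (camera adjusted p = 0.00502, and adjusted p = 0.515 with an estimated correlation). A part of the fall from fewer fibroblasts thus stays open. A trend with transcript length and GC content, as fitted in each library, is argued against. With it removed, the median log2 fold change of the 9 collagens that passed went from −1.61 to −1.64, and all 9 still passed. The removal moved all genes by a median of only 0.0547, so the count still passing says little by itself. Fewer tendon and cartilage cells in the samples stay open: 5 of 11 tenocyte genes were lower (7 when adjusted over the list alone; median −0.62, camera adjusted p = 0.000661, and adjusted p = 0.476 with an estimated correlation), and so were the cartilage genes Acan (−4.38, adjusted p = 0.000975) and Col2a1 (−2.68, adjusted p = 0.000260), itself a fibrillar collagen. Matrix genes were left out of the 15 fibroblast markers but not of the tenocyte list, which holds Fmod, Tnc and Thbs4, so its fall is not separate from that of the matrix. A lower output of collagen mRNA per fibroblast and a different time of day at 4 weeks stay open as well, and the markers may themselves be regulated.

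Of 40 AMPK genes 10 were higher at 6 than at 4 weeks, and these 10 still passed with the length and GC trend removed (median log2 fold change of the 10 from 0.614 to 0.531). When the 10 genes with most counts were left out, the 10 passed as well (median 0.619), but this moved all genes by a median of only 0.00551, so a change in a few abundant RNAs stays open. Evening minus morning clock genes differed between these ages by 0.517 (standard error 0.125), past the bound of 0.5, so a different time of day at 4 weeks stays open too. An effect of age remains possible, but each rests on 2 mice per age, and whether the kinase was more active cannot be read from mRNA levels.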

How the results depend on the processing

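The removal of the length and GC trend was chosen after the data were seen; all other alternatives were set earlier. No gene named in the text reversed its direction in a comparison where it passed in the main fit or the alternative. No list that passed in both fits reversed its direction. Values that passed in neither were not checked for direction. The balance of higher and lower genes turned in some alternatives. At 6 against 4 weeks (493 higher, 577 lower) it was 622 and 471 with the DESeq2 Wald test, 601 and 468 with the authors' p-values, 944 and 941 with only the 2 ages compared, 814 and 660 with the trend removed and 205 and 159 without 6 weeks replicate 2. At 8 against 4 weeks (1422 higher, 1341 lower) it was 446 and 2000 with library totals, 1341 and 1441 with upper quartile factors, 888 and 889 with no filter, 1390 and 1421 without the 10 genes of most counts, 240 and 421 at 2-fold, 543 and 720 without 4 weeks replicate 1, 392 and 418 without 4 weeks replicate 2 and 1180 and 1231 without 6 weeks replicate 2. The study's AMPK genes (14 higher, 3 lower) turned without either 4-week library and at an adjusted p under 0.01 (1 and 2), its calcium genes (7 and 9) without 6 weeks replicate 2, and the lists that differ between the steps (5 and 6) without 8 weeks replicate 2 (6 and 4). The count of 1070 genes at 6 against 4 weeks was 580 with library totals, 203 with no filter on low counts, 1885 with only the 2 ages compared, 137 at an adjusted p under 0.01, 321 with a 2-fold threshold added, and 42 to 1617 with 1 library left out. The count of 2763 at 8 against 4 weeks was 1777 with no filter, 1131 at 0.01, 661 at 2-fold, and 810 to 2553 with 1 library left out. The count of 26 at 8 against 6 weeks was 44 with DESeq2 size factors, 95 with library totals, 55 with upper quartile factors, 163 with the DESeq2 Wald test, 8 with no filter, 46 without the 10 genes of most counts, 158 with the authors' p-values, 56 with the length and GC trend removed, 8 at 0.01, 17 at 2-fold, and 9 to 77 with 1 library left out. The count of 14 genes that differ between the steps was 41 with library totals, 29 with upper quartile factors, 147 with the DESeq2 Wald test, 23 with robust edgeR, 2 with no filter, 26 without the 10 genes of most counts, 42 with the trend removed, 2 at 0.01, and 4 to 137 with 1 library left out.

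Of the study's genes, 87 passed at 6 against 4 weeks (ECM 57, AMPK 17, calcium 16): 52, 37, 7 and 9 with library totals, 26, 16, 5 and 5 with no filter, 20, 13, 3 and 4 at 0.01, and 8 to 101, 3 to 63, 2 to 24 and 3 to 18 with 1 library left out. The 906 shared calls were 489 with library totals, 197 with no filter, 133 at 0.01, and 35 to 1113 with 1 library left out. The median position of 0.712 held under all alternatives (0.618 to 0.807 with 1 library left out). To hold meant to stay within the standard deviation of the values with each 6-week library left out in turn. Those values are themselves among the alternatives. The fixed lists that passed, 15, 22, 14 and 11, were 0 in each comparison with an estimated correlation; with 1 library left out they were 14 to 16, 20 to 23, 10 to 19 and, for the steps, 7 to 17, and the steps had 19 with the DESeq2 Wald test. Of 160 list results, DESeq2 size factors and upper quartile factors changed none, and library totals made 5 weaker and 5 stronger. Over 125 genes named in the text, 7228 of 7846 values kept their side of the threshold, 477 became weaker and 141 stronger. These values pool 3 comparisons, and most at 8 against 6 weeks passed in neither fit and so count as kept. At 6 against 4 weeks 46 of the 125 became weaker with no filter on low counts and 22 with library totals, and 0 became stronger. Many also became weaker there when a 4-week or 6-week library was left out. Direction was compared only where a value passed in the main fit or the alternative. The stricter threshold and the 2-fold limit call fewer genes by construction; for the others the cause was not tested. A library left alone at its age is assumed to vary like the other ages. The difference between the steps was not run with only the 2 ages compared or with the authors' p-values, which give no value for it. With 2 or 3 libraries per age, genes with few counts and changes of 1.5-fold or less are often missed, and some changes of 2-fold are too.

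The libraries share only replicate numbers across ages: the deviations of libraries with the same number correlated at −0.0927 to 0.0428. With a replicate block the counts were 1583 at 6 against 4 weeks (800 higher, 783 lower; 1058 shared with the fit without it), 2342 at 8 against 4 weeks (2082 shared), 124 at 8 against 6 weeks (26 shared) and 199 between the steps, and 19 lists passed between the steps.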

Differences from the paper's values

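Of the alternatives, only those set before the data were examined are compared here. Counts are taken to differ when 1 is more than 1.5 times the other. At 8 against 6 weeks the paper's count of differentially expressed genes is 163, at an adjusted p under 0.05, and the count here is 26. The counts do not differ under the DESeq2 Wald test (163), which the paper's methods name, under a replicate block (124) or with the authors' p-values over the genes kept here (158). They differ with DESeq2 size factors (44), library totals (95), upper quartile factors (55), robust edgeR (37), limma-voom (29), no filter on low counts (8), at least 10 counts in every library (26), the 10 genes with most counts left out (46), only the 2 ages compared (27), an adjusted p under 0.01 (8) and each library left out (9 to 77).

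The regions of the Venn diagram in Fig. S5B that include this comparison differ too. For genes in all comparisons the paper's diagram shows about 40 in Fig. S5B, read by eye, and the count here is 7; they do not differ under the DESeq2 Wald test (40) or with the authors' p-values (38). For 6 against 4 and 8 against 6 weeks it shows about 22 in Fig. S5B, read by eye, against 3 here; they do not differ under the DESeq2 Wald test (22), a replicate block (27), without 8 weeks replicate 3 (17) or with the authors' p-values (21). For 8 against 4 and 8 against 6 weeks it shows about 76 in Fig. S5B, read by eye, against 14 here; they do not differ under the DESeq2 Wald test (76), a replicate block (59) or with the authors' p-values (76). For 8 against 6 weeks alone it shows about 25 in Fig. S5B, read by eye, against 2 here; they do not differ with library totals (24), the DESeq2 Wald test (25) or the authors' p-values (23). All other alternatives differ in these regions.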

Other observations

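The split of clock genes into evening and morning genes and the relations to transcript length and GC content were chosen only after results were seen. Some clock genes of muscle had higher counts at 6 and 8 weeks than at 4 weeks. Ciart, a repressor of the clock, rose from 1.56 ± 0.503 CPM at 4 weeks to 3.51 ± 0.111 at 6 weeks (SD, n = 2 each) and 4.11 ± 0.147 at 8 weeks (SD, n = 3), with log2 fold changes from 4 weeks of 1.17, adjusted p = 0.0135 and 1.40, adjusted p = 0.00110 (edgeR). Of 18 clock genes 4 were higher at 6 weeks (4 when adjusted over the list alone; camera adjusted p = 0.0139, and adjusted p = 0.482 with an estimated correlation) and 8 higher and 1 lower at 8 weeks (9 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.00159, and adjusted p = 0.327 with an estimated correlation). The call on Ciart at 6 weeks ended without 4 weeks replicate 2 (adjusted p = 0.111) and without 6 weeks replicate 1 or 2 (adjusted p = 0.0943 and 0.0554). Without 6 weeks replicate 1 the clock list did not pass at 6 weeks (camera adjusted p = 0.157).

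Genes of glucocorticoid response, fasting and atrophy moved in different directions. The metallothionein Mt2, which binds zinc and responds to stress hormones, fell from 7.01 ± 0.484 CPM at 4 weeks (SD, n = 2) to 1.51 ± 0.446 at 8 weeks (SD, n = 3), a log2 fold change of −2.22, adjusted p = 0.000129 (edgeR), while Fbxo32 rose (1.79, adjusted p = 9.28e-05). Of 20 such genes 2 were lower at 8 than at 6 weeks (1 higher and 7 lower when adjusted over the list alone; median −0.24, camera adjusted p = 0.000574, and adjusted p = 0.590 with an estimated correlation). Of 27 genes of glycolysis and glycogen 8 were higher and 3 lower at 8 than at 4 weeks (9 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.327, and adjusted p = 0.674 with an estimated correlation), and none passed at 8 against 6 weeks, also over the list alone. At 8 against 4 weeks Pfkm rose (0.76, adjusted p = 0.00149) and Pgk1 and Eno1 fell (−0.71, adjusted p = 0.000796 and −0.71, adjusted p = 0.00306), Eno1 not without 4 weeks replicate 2 (adjusted p = 0.0546).

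Evening minus morning clock genes were −0.375 and −0.454 in the libraries at 4 weeks, −0.0301 and 0.236 at 6 weeks and 0.196, 0.103 and 0.323 at 8 weeks, on the log2 scale. The difference from 4 weeks was 0.517 (standard error 0.125) at 6 weeks and 0.622 (standard error 0.114) at 8 weeks. Both are past the bound of 0.5 set for a shift, so for the clock genes a different time of day at sampling of the 4-week mice and an effect of age stay open. The correlation of the log2 fold change at 8 against 4 weeks with transcript length was 0.121 over all genes, and of the longest 10% of genes 315 were higher and 119 lower. With GC content it was 0.0101. At 6 against 4 weeks the correlations with length and GC content were 0.0288 and 0.152, at 8 against 6 weeks 0.156 and −0.196, and for the difference between the steps −0.0677 and 0.226.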
